# Net39 protects muscle nuclei from mechanical stress during the pathogenesis of Emery-Dreifuss muscular dystrophy

**DOI:** 10.1172/JCI163333

**Published:** 2023-07-03

**Authors:** Yichi Zhang, Andres Ramirez-Martinez, Kenian Chen, John R. McAnally, Chunyu Cai, Mateusz Z. Durbacz, Francesco Chemello, Zhaoning Wang, Lin Xu, Rhonda Bassel-Duby, Ning Liu, Eric N. Olson

**Keywords:** Muscle Biology, DNA repair, Gene therapy

## Abstract

Mutations in genes encoding nuclear envelope proteins lead to diseases known as nuclear envelopathies, characterized by skeletal muscle and heart abnormalities, such as Emery-Dreifuss muscular dystrophy (EDMD). The tissue-specific role of the nuclear envelope in the etiology of these diseases has not been extensively explored. We previously showed that global deletion of the muscle-specific nuclear envelope protein NET39 in mice leads to neonatal lethality due to skeletal muscle dysfunction. To study the potential role of the *Net39* gene in adulthood, we generated a muscle-specific conditional knockout (cKO) of *Net39* in mice. cKO mice recapitulated key skeletal muscle features of EDMD, including muscle wasting, impaired muscle contractility, abnormal myonuclear morphology, and DNA damage. The loss of *Net39* rendered myoblasts hypersensitive to mechanical stretch, resulting in stretch-induced DNA damage. *Net39* was downregulated in a mouse model of congenital myopathy, and restoration of *Net39* expression through AAV gene delivery extended life span and ameliorated muscle abnormalities. These findings establish NET39 as a direct contributor to the pathogenesis of EDMD that acts by protecting against mechanical stress and DNA damage.

## Introduction

The nuclear envelope plays critical roles in mechanotransduction and chromatin organization. In muscle fibers, nuclei are subjected to constant mechanical stress, and the envelope maintains nuclear architecture and integrity. The importance of a functional nuclear envelope in muscle is evidenced by the diverse human genetic disorders caused by mutations in genes encoding nuclear envelope proteins and the nuclear lamina. These diseases, such as Emery-Dreifuss muscular dystrophy (EDMD), are collectively known as nuclear envelopathies and laminopathies. EDMD is primarily caused by mutations in the genes LMNA and EMD, encoding lamin A/C and emerin, respectively (1). EDMD and other envelopathies are characterized by muscle abnormalities, including progressive skeletal muscle wasting and cardiac arrhythmias, even though most nuclear envelope proteins, including lamin A/C and emerin, are ubiquitously expressed.

Multiple mechanisms have been suggested for the pathogenesis of EDMD in muscle. The mechanotransduction model proposes that myonuclei are highly susceptible to damage because of the high mechanical strain in contractile tissues. Upon mechanical stretch, loss of nuclear envelope integrity can cause DNA damage and nuclear rupture (2). Alternatively, the gene expression model proposes that nuclear envelope proteins primarily regulate genome organization and gene expression, such that envelopathies cause pathological changes in transcription. Importantly, both pathways are interconnected, as mechanical stretch and DNA damage regulate gene expression (3, 4).

Another potential contributor to the phenotype of EDMD is the disruption of muscle-specific envelope proteins, which could render myonuclei particularly sensitive to pathogenic changes. Our previous study characterized the role of the muscle-specific nuclear envelope transmembrane protein 39 (NET39) in mice (5). *Net39*, also annotated as *Plpp7* or *Ppapdc3*, has been shown to regulate chromatin positioning and myoblast differentiation in vitro (6). We showed that *Net39* is essential for maintaining the integrity of the nuclear envelope and chromatin architecture in mice. *Net39*-KO mice were severely runted, died before weaning age, and presented with profound changes in nuclear morphology, chromatin accessibility, and gene expression. *NET39* is downregulated in human EDMD muscles and in primary mouse myoblasts with the *Lmna* ΔK32 mutation, which causes severe congenital myopathy (LMNA-related congenital muscular dystrophy) (7, 8). These findings implicate *Net39* in the muscle etiology of EDMD.

In this study, we sought to understand the role of *Net39* in adult skeletal muscle. We show that conditional knockout (cKO) of *Net39* in adult skeletal muscle causes a progressive, myopathic phenotype reminiscent of EDMD and restoration of *Net39* expression in *Lmna* ΔK32 mice through AAV-mediated gene delivery ameliorates the phenotype and extends life span. *Net39* maintains nuclear integrity, and its absence causes DNA damage exacerbated by mechanical stretch. By transcriptional analysis, we identified increased expression of DNA damage–related genes and myocyte-specific enhancer factor 2C (*Mef2c*) activation as key contributors to the myopathic phenotype. These findings provide insights into the role of *Net39* in EDMD pathogenesis through regulation of nuclear envelope integrity, genome stability, and Mef2c activity.

## Results

### Deletion of Net39 in adult muscle causes muscle wasting and weakness.

Global loss of *Net39* causes juvenile lethality, thus preventing studies on the role of *Net39* in adult mice (5). To understand the role of *Net39* in adult skeletal muscle, we generated a *Net39* conditional allele in mice (*Net39^fl^*) by inserting 2 loxP sequences flanking the first exon of *Net39* using CRISPR/Cas9-mediated homology-directed repair (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI163333DS1). 

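Net39 is listed in the count files under its older symbol Ppapdc3 and in GENCODE M21 as Plpp7. The gene lies on the plus strand of chromosome 2 of GRCm38 (mm10), from 32095528 to 32110820. Its transcript with the longest coding sequence has 2 exons. Exon 1 spans 32095528 to 32096262 and holds the 5′ UTR and, from 32095812, the first 451 coding bases, which are 55.5% of the coding sequence without the stop codon. An intron of 13346 bases separates it from exon 2, which spans 32109609 to 32110820 and holds the other 362 coding bases and the 3′ UTR. The deposited bulk RNA-Seq counts are per gene and do not separate the exons.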

*Net39^fl^* mice were bred with mice carrying a tamoxifen-inducible Cre recombinase transgene under control of the skeletal muscle–specific human skeletal actin promoter (HSA-CreERT2) (9). Tamoxifen was injected i.p. in *Net39^fl/fl^* (control group [Ctrl]) and HSA-CreERT2; *Net39^fl/fl^* mice (cKO) at 8 weeks of age for 5 consecutive days (Figure 1A). Genomic excision by Cre recombination was observed in skeletal muscle, but not in other tissues, by PCR analysis (Supplemental Figure 1B). 

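Bulk RNA-Seq was performed on gastrocnemius/plantaris (GP) muscle of male mice at 5 months of age, 3 months after tamoxifen (100 mg/kg for 5 days, starting at 8 weeks of age). The sample labels name 3 Ctrl mice (Net39 floxed, without Cre) and 3 cKO mice. The mRNA libraries were sequenced paired-end, and the authors trimmed the reads with Trimmomatic, aligned them to mm10 with HiSAT2 and counted them per gene with featureCounts. They deposited the resulting counts without normalization, for 24421 genes listed by symbol. Neither the annotation nor the use of strand in counting is named in the paper's text. Counts per library summed to 35187333, 38201728 and 33860001 in the libraries labelled Ctrl and to 40973347, 39191239 and 48839910 in those labelled cKO. Library sizes of the labelled groups therefore do not overlap. The counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, on the 14180 genes kept by edgeR's expression filter. TMM factors were 1.08 to 1.11 in the libraries labelled Ctrl and 0.865 to 0.983 in those labelled cKO, so the scaling of the libraries can change fold changes. Dividing by total counts alone shifted the median log2 fold change of all genes tested from -0.015 to -0.27. Because the targeted gene goes against the labels, groups are called labelled Ctrl and labelled cKO throughout, and each log2 fold change is labelled cKO over labelled Ctrl.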

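Net39 (Ppapdc3) had 310, 321 and 217 counts in the libraries labelled Ctrl 1, 2 and 3 and 5365, 4340 and 6080 counts in those labelled cKO 1, 2 and 3. TMM-normalized CPM was 7.20 ± 1.10 (SD, n = 3) in the libraries labelled Ctrl and 134 ± 19.7 (SD, n = 3) in those labelled cKO. The targeted gene is thus high where the label says cKO and low where it says Ctrl. Its log2 fold change was 4.22 (standard error 0.17, adjusted p = 0.000161 from edgeR's quasi-likelihood test). No library of one group reached the range of the other (exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Across the alternatives tried, the log2 fold change moved most with total counts in place of TMM factors, to 3.95. The group with the low values kept 5.93 to 7.92 CPM, so Net39 reads were still counted there.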

Reduced *Net39* mRNA and protein levels in cKO muscles were confirmed by RNA-Seq (Figure 1B) and Western blot (Figure 1C). We observed no significant differences in muscle weight between cKO and Ctrl mice at 3 months of age (Supplemental Figure 1, C and D). However, by 5 months of age, male cKO mice displayed reduced mass of the gastrocnemius/plantaris (GP) and tibialis anterior (TA) muscles (Figure 1, D and E). The total body mass of cKO mice did not change at 5 (Supplemental Figure 1E) or 9 months of age (Supplemental Figure 1F). At 6 and 9 months, muscle weight of male cKO mice increased, but was still below that of Ctrl male mice (Supplemental Figure 1, G–I). There were no differences in survival between Ctrl and cKO mice. We also observed no differences in muscle weights of female cKO mice (Supplemental Figure 1J), indicating a sex bias of the phenotype. *Net39*-KO mice were previously shown to manifest a metabolic phenotype (5) that has been reported to be influenced by sex (10). Thus, all further experiments were performed on male mice at 5 months of age, unless indicated otherwise. Grip-strength tests showed that cKO mice generated lower muscle force (Supplemental Figure 1K), and ex vivo contractility assays revealed that soleus and extensor digitorum longus (EDL) muscles of cKO mice displayed reduced maximum tetanic force (Figure 1F), indicating impaired contractility.

H&E and wheat germ agglutinin (WGA) staining of GP muscle revealed reduced myofiber cross-sectional area in cKO compared with Ctrl mice (Figure 2, A and B). In addition, cKO myofibers presented fiber-size disproportion, with small angular myofibers surrounded by larger ones (Figure 2A and Supplemental Figure 2A). The small angular myofibers stained strongly for nicotinamide adenine dinucleotide and hydrogen (NADH), cytochrome *c* oxidase (COX), succinate dehydrogenase (SDH), and metachromatic ATPase (Figure 2C). Immunohistochemistry of myosins revealed that the small angular myofibers mostly expressed type I myosin (MYH7) (Figure 2D and Supplemental Figure 2A), with a smaller number of fibers expressing type IIa myosin (MYH2) (Figure 2E). Immunofluorescence for the myopathic markers desmin, cleaved caspase-3, and embryonic myosin (MYH3) indicated that the small angular fibers were myopathic and potentially apoptotic (Supplemental Figure 2B). Ultrastructural analysis of GP muscles by electron microscopy revealed a subpopulation of myofibers with severely disorganized sarcomeres, which likely represent the small angular myofibers described above (Supplemental Figure 2C). Additional histological analysis at 5 and 9 months of age showed a progressive increase in small angular myofibers and centralized nuclei over time (Figure 2, F and G, and Supplemental Figure 2D) and an increase in small and large fibers in cKO muscle at 9 months of age, suggestive of compensatory hypertrophy (Figure 2G). cKO muscles were also more fibrotic, as evidenced by Masson’s trichrome staining (Supplemental Figure 2E). The small angular fibers were positive for CD11b, a marker of immune cell infiltration (11) (Supplemental Figure 2F). We observed no changes in circulating serum creatine kinase, indicating preserved plasma membrane integrity (Supplemental Figure 2G). Overall, these data indicate that adult loss of *Net39* leads to muscle wasting and a progressive myopathic phenotype that preferentially affects type I myofibers.

### Net39 deletion in adult muscle leads to impaired nuclear envelope integrity and DNA damage.

Electron microscopy of cKO muscles revealed that cKO myonuclei had jagged and deformed nuclear envelopes whereas no Ctrl nuclei displayed this phenotype (Figure 3A). Immunostaining for the nuclear envelope protein SUN2 showed that over 20% of nuclei in cKO myofibers were deformed (Figure 3B). The nuclear envelope deformations in cKO nuclei were associated with increased expression of phosphorylated H2A.X (γH2A.X), a marker for DNA damage (12). While nearly 30% of cKO nuclei were γH2A.X positive, approximately 16% of nuclei were both deformed and positive for γH2A.X (Figure 3, C and D). Western blot analysis showed increased γH2A.X protein levels in cKO GP muscles (Supplemental Figure 2, H and I). Activated, phosphorylated ATM (p-ATM), which phosphorylates γH2A.X (13), was also increased in cKO muscle (Supplemental Figure 2, H and I). TUNEL staining showed that approximately 16% of cKO nuclei were TUNEL positive and 6% of nuclei were positive for both γH2A.X and TUNEL, indicative of DNA damage and early apoptosis (Figure 3, E and F). Compromised nuclear integrity can cause nuclear envelope deformations and DNA damage (2, 14, 15). To determine whether cKO myonuclei were more fragile, myofibers from Ctrl and cKO EDL muscles were isolated and stretched ex vivo for 30 minutes; DNA damage was assessed by γH2A.X staining (Figure 3, G and H). cKO muscle fibers showed increased DNA damage at baseline, which was further exacerbated upon mechanical stretch. These results show that adult loss of *Net39* in skeletal muscle leads to compromised nuclear envelope integrity, increased DNA damage, and death of myonuclei.

### Protecting nuclei from mechanical stress prevents DNA damage in Net39-knockdown cells.

To understand the contribution of *Net39* to the physical integrity of the nuclear envelope, we performed mechanical stretching experiments in C2C12 murine myoblasts. C2C12 cells were transduced with a shRNA to knock down *Net39* (shNet39) or a scrambled control (shscrmb) (Supplemental Figure 3A). Cells were then seeded in a confinement device, which applies stretch (16, 17) (Figure 4A), and nuclear deformations were quantified. The nuclear envelope integrity of shscrmb myoblasts was affected minimally by stretching for 1 hour (Figure 4B). In contrast, shNet39 myoblasts showed compromised nuclear envelope integrity at baseline, and stretch enhanced this phenotype, as evidenced by increased nuclear envelope deformations (Figure 4B). We also observed the appearance of γH2A.X-positive micronuclei in shNet39 myoblasts that increased following stretch (Supplemental Figure 3B), which is a sign of nuclear rupture (2). At baseline, shNet39 myoblasts already presented increased γH2A.X protein levels by Western blot analysis (Figure 4, C and D). Expression of DNA damage–induced genes such as *Trp53* and *Trp63* was elevated in shNet39 compared with shscrmb myoblasts at baseline (Supplemental Figure 3C). In addition, *Fas* and *Atf3* expression was increased after cell stretching in shNet39 myoblasts (Supplemental Figure 3C).

To further validate that *Net39* protects the nuclear envelope from physical stress, we uncoupled the nuclear envelope from cytosolic mechanical forces by overexpressing a dominant-negative KASH construct (DN-KASH). DN-KASH is a truncation of the protein nesprin-1 that disrupts the linker of nucleoskeleton and cytoskeleton (LINC) complex (18). Overexpression of DN-KASH reduced γH2A.X-positive nuclei to levels comparable to those of shscrmb (Figure 4, E and F) and rescued the percentage of deformed nuclei (Figure 4, G and H). Similar results were obtained with the microtubule stabilizer paclitaxel (19, 20) (Supplemental Figure 3, D–G). These data indicate that the high levels of DNA damage after *Net39* knockdown are primarily caused by increased sensitivity to mechanical stretch and that protecting nuclei from mechanical stress rescues the defects caused by loss of *Net39* in vitro.

### Loss of Net39 activates a pathological gene expression program in myonuclei.

To investigate the consequences of the loss of nuclear integrity in cKO nuclei, we profiled transcriptional changes caused by adult loss of *Net39* in skeletal muscle. Transcriptomic analysis was performed by bulk RNA-Seq in GP muscles. We identified 318 upregulated genes and 112 downregulated genes in cKO muscle (Figure 5A). 

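Among the genes tested, 858 had an adjusted p under 0.05 and a fold change over 2. Of these, 302 were higher in the libraries labelled cKO and 556 were higher in the libraries labelled Ctrl, the libraries with low Net39. Without the fold change limit, 3454 genes passed, 1786 of them higher in the libraries labelled cKO. In 43.9% of all genes tested the 3 values of one group all lay on one side of the other 3, whereas chance gives such a separation in 10% of genes for 3 against 3. Among the genes with the smallest p were Nos1 (log2 fold change 1.75, standard error 0.08) and Mylk2 (2.02, standard error 0.14), both higher in the libraries labelled cKO. Those higher in the libraries labelled Ctrl included Nfkb2 (-1.89, standard error 0.07), Dhrs9 and Myog (-1.89, standard error 0.10). Dhrs9 had at most 1 count in each library labelled cKO and was at least 78.7-fold higher in the libraries labelled Ctrl. The split between the directions moved most where total counts replaced TMM factors: 157 genes were then higher in the libraries labelled cKO and 1023 in those labelled Ctrl with edgeR, and 135 and 947 with an unpaired test of CPM at an unadjusted p under 0.05. With the library labelled Ctrl 1 left out, 172 genes were higher in the libraries labelled cKO.

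**Figure D1:**
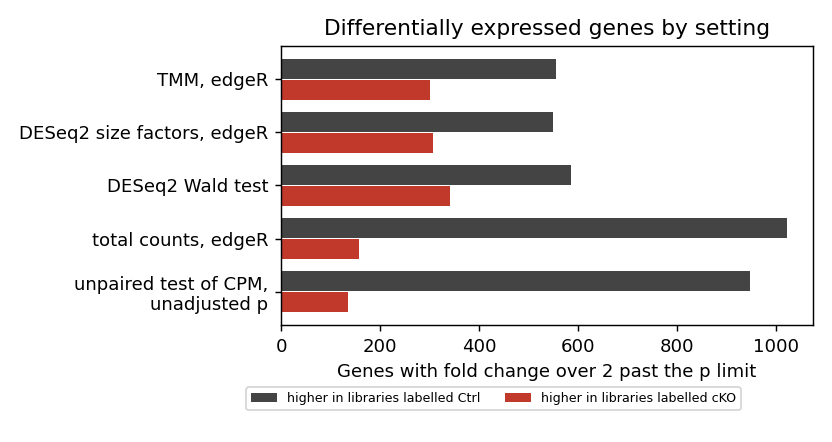
Number of genes with a fold change over 2 past the p limit (x axis) under 5 settings (y axis), by the labelled group in which they are higher. The p limit is an adjusted p of 0.05 except in the lowest pair of bars, where it is an unadjusted p of 0.05. With TMM normalization the bars stand at 556 and 302 genes, and with total counts at 1023 and 157.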

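The gene sets of the paper's pathway tool were not used here. A list of 64 p53 signaling pathway genes was written by hand before the data were examined, and 57 of them were among the genes tested. None of the genes higher in the libraries labelled cKO with a fold change over 2 was on the list (0 genes, one-sided Fisher's exact test, p = 1). At an unadjusted p under 0.05, 6 genes of the list were higher there and 23 in the libraries labelled Ctrl. Among the genes higher in the libraries labelled Ctrl, which have the low Net39 counts, 10 were on the list where 2.23 would be drawn by chance (one-sided Fisher's exact test, p = 6.49e-05). With glmTreat, which tests against a fold change of 1.2 and was applied to the list after the values were seen, that enrichment did not pass (6 genes, one-sided Fisher's exact test, p = 0.0767) and 2 genes of the list were higher in the libraries labelled cKO. With no fold change limit, 4 were higher there and 16 in those labelled Ctrl. Leaving out one library lowered the 10 genes to between 6 and 9, with 6 without the library labelled Ctrl 1, cKO 1 or cKO 3, and the largest p of these fits was 0.00715 (one-sided Fisher's exact test, without cKO 2). Among the 10 genes were Bbc3, Bid, Ccne1, Cdkn1a, Igfbp3, Pidd1, Rprm and Rrm2. Cdkn1a, a cyclin-dependent kinase inhibitor, had 91.6 ± 28.4 CPM (SD, n = 3) in the libraries labelled Ctrl and 35.1 ± 14.8 CPM (SD, n = 3) in those labelled cKO. Its log2 fold change was -1.39 (standard error 0.35, adjusted p = 0.0282 from edgeR's quasi-likelihood test), but the call was lost in 3 of the 6 fits that left out one library, with an adjusted p of 0.0916 without the library labelled Ctrl 1. Adjusted over the list alone, 23 of the 57 genes passed an adjusted p of 0.05, against 20 adjusted over all genes tested. As a set, the list had a median log2 fold change of -0.23, with 39 of 57 genes higher in the libraries labelled Ctrl (limma's camera, adjusted p = 0.00852 over 10 lists). That call held under fry (adjusted p = 0.0105) but not with an estimated correlation between genes (adjusted p = 0.254). A shorter list of direct p53 targets had 3 of 26 tested genes among those higher in the libraries labelled Ctrl (one-sided Fisher's exact test, p = 0.08), and 1 without the library labelled Ctrl 1 or cKO 2.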

Pathway analysis of bulk RNA-Seq revealed that p53 signaling was among the most upregulated pathways in cKO muscle (Figure 5B). This pathway includes DNA damage–induced genes, such as *Fas*, *Atf3,* *Trp53*, and *Trp63* (21), (Figure 5C).

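The 4 genes differed in how far their change exceeded the spread between mice. Each shares no exon bases with another gene of GENCODE M21 on GRCm38. Atf3, a stress-induced transcription factor gene on chromosome 1 (191170296 to 191218039), had 82.6 ± 48.0 CPM (SD, n = 3) in the libraries labelled Ctrl and 10.7 ± 4.27 CPM (SD, n = 3) in those labelled cKO. Its log2 fold change was -2.94 (standard error 0.50, adjusted p = 0.0085 from edgeR's quasi-likelihood test). Trp63 on chromosome 16 (25683763 to 25892102) had 30.8 ± 3.20 CPM (SD, n = 3) in the libraries labelled Ctrl and 11.5 ± 0.689 CPM (SD, n = 3) in those labelled cKO, a log2 fold change of -1.42 (standard error 0.10, adjusted p = 0.000731). For both genes the groups did not overlap (exact two-sided permutation test, p = 0.1). Both calls held with each library left out in turn, with log2 fold changes from -3.29 to -2.42 for Atf3 and from -1.51 to -1.38 for Trp63. Fas, a death receptor gene on chromosome 19 (34290666 to 34327772), had 13.0, 9.19 and 6.21 CPM in the libraries labelled Ctrl and 6.18 to 6.31 CPM in those labelled cKO. The groups overlapped (exact two-sided permutation test, p = 0.2), and its log2 fold change of -0.61 did not pass the threshold (standard error 0.25, adjusted p = 0.115). Fas passed it with total counts in place of TMM factors (log2 fold change -0.87, adjusted p = 0.0406) and without the library labelled Ctrl 3 (-0.83, adjusted p = 0.0183). Trp53 on chromosome 11 (69580359 to 69591873) had 17.4 ± 1.68 CPM (SD, n = 3) in the libraries labelled Ctrl and 17.1 ± 1.74 CPM (SD, n = 3) in those labelled cKO. Its log2 fold change of -0.02 was smaller than its standard error of 0.11 (adjusted p = 0.92), and it changed sign in 3 of the 6 fits that left out one library, reaching 0.063 without the library labelled Ctrl 3. Each direction follows the labels, against which the targeted gene goes. The paper states that the p53 pathway, raised in cKO muscle, includes these genes.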

To understand the heterogeneous changes in cKO muscle, single-nucleus RNA-Seq (snRNA-Seq) was performed on nuclei extracted from Ctrl and cKO GP muscles (Supplemental Figure 4A). Unsupervised clustering identified distinct nuclear populations that were assigned to biological populations based on the expression of marker genes (Figure 5D). The relative abundance of each cluster within Ctrl and cKO samples was then analyzed (Figure 5, E and F). cKO muscles showed a pronounced increase in type I myonuclei. Other populations declined, including type IIb myonuclei and fibro-adipogenic progenitors (FAPs) (Figure 5F). We identified a myonuclear population previously proposed to be involved in muscle fiber repair and remodeling (22), characterized by high expression of *Trp63* and the E3 ubiquitin ligases *Fbxo32/Atrogin-1* and *Trim63/MuRF1*. This cluster does not express a single myosin isoform, but instead can occasionally express *Myh1* and *Myh2* in the same nuclei (Supplemental Figure 4B).

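The genes with the smallest p in the bulk RNA-Seq were taken in each direction, and the single-nucleus data were not analysed here. The 30 genes with the smallest p among those higher in the libraries labelled Ctrl had log2 fold changes from -9.16 to -1.40, with a median of -2.33. For the 30 higher in the libraries labelled cKO, Net39 among them, the lowest log2 fold change was 1.02, the median 1.48 and the largest adjusted p 0.00262. In each of these genes the values of the groups did not overlap. The lowest value of the range, -9.16, belongs to Dhrs9 and depends on the prior count. Of a hand-written list of 17 slow-fibre genes, 1 was among the 30 higher in the libraries labelled Ctrl. Of 15 fast-fibre (type IIb) genes, 1 was among the 30 higher in those labelled cKO. Ranking by p places genes that vary widely between mice lower. Outside the ranking, 8 slow-fibre genes were called higher in the libraries labelled Ctrl and 8 fast-fibre genes in those labelled cKO. Figure 5G shows expression of the top genes by nuclear population, which membership of these lists does not measure. These directions follow the labels, which the Net39 counts contradict.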

Next, we integrated bulk RNA-Seq and snRNA-Seq data sets and observed that the most significant changes in gene expression from bulk RNA-Seq could be attributed to transcriptional changes in type I myonuclei (Figure 5G). Differential gene expression (DEG) and pathway analyses of the type I population showed that cKO type I myonuclei underwent a general dysregulation of muscle structural genes (e.g., *Myh7*, *Mylk4*) compared with Ctrl type I myonuclei (Supplemental Figure 4, C and D). These myonuclei also expressed greater levels of DNA damage–induced genes (*Atf3*, *Trp63)* (Figure 5H and Supplemental Figure 4E), and pathway analysis performed on the upregulated genes revealed that p53 regulated genes were induced (Supplemental Figure 4D). These findings suggest that as cKO myonuclei progressively accumulate stretch-induced DNA damage, they transition into a pathological myonuclear population transcriptionally similar to type I myonuclei.

Importantly, we did not observe increased expression of these DNA damage–related genes in mouse models of other muscle disorders (Supplemental Figure 4, F and G), including Duchenne muscular dystrophy (*Dmd* ΔEx51 mice) and nemaline myopathy (*Klhl41*-KO mice) (23, 24). Therefore, DNA damage likely contributes to the pathogenesis of EDMD, but not other myopathies in which nuclear envelope integrity is not the main driver of the disease.

### Mef2c activation underlies dysregulated gene expression in cKO muscle.

We sought to understand the molecular mechanism underpinning the pathological gene expression program in cKO myonuclei. Nuclear envelope proteins can regulate genomic regions known as lamin-associated domains (LADs) (25, 26). LADs have been proposed to regulate gene expression, but this concept remains controversial (25, 27–29). We performed ChIP-Seq on C2C12 myotubes expressing Ty1-tagged NET39 and found that NET39 bound to the genome overlaid with LADs (Supplemental Figure 5, A and B). We then determined whether loss of NET39 caused changes in LADs that would correlate with gene expression or chromatin accessibility. For this purpose, we analyzed previously published data sets on *Net39*-KO mice (5). However, we did not observe any correlation between genes within LADs and their changes in gene expression or chromatin accessibility in *Net39*-KO mice (data not shown). To unbiasedly interrogate the molecular pathways altered in cKO muscle, we merged the transcriptomic changes of all myonuclei populations from snRNA-Seq data and performed upstream regulator analysis to identify transcription factor binding. This analysis showed that the upregulated genes in cKO myonuclei were Mef2 target genes (Figure 6A). Furthermore, bulk RNA-Seq and Western blot analysis revealed increased *Mef2c* transcript and protein levels in cKO muscles (Figure 6B). snRNA-Seq showed that *Mef2c* expression was most significantly enriched in type I myonuclei (Supplemental Figure 6A). 

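Mef2c lies on chromosome 13 of GRCm38 from 83504034 to 83667080. Its counts normalized by DESeq2's median of ratios were 38821 ± 3399 (SD, n = 3) in the libraries labelled Ctrl and 33451 ± 2407 (SD, n = 3) in those labelled cKO. The groups did not overlap (exact two-sided permutation test, p = 0.1). Relative to the labels, which Net39 contradicts, the log2 fold change was -0.23 (standard error 0.11), with the higher values in the libraries labelled Ctrl, and did not pass the threshold (adjusted p = 0.169 from edgeR's quasi-likelihood test). The scaling of the libraries decided the call: with total counts in place of TMM factors, the log2 fold change was -0.48 (standard error 0.13, adjusted p = 0.0265), and the adjusted p ranged from 0.0265 to 0.337 over the alternatives. Relative to the median of all genes tested under the same scaling, the change was -0.21 with both scalings. CPM by total counts was 1094 ± 80.7 (SD, n = 3) in the libraries labelled Ctrl and 786 ± 111 (SD, n = 3) in those labelled cKO.

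**Figure D2:**
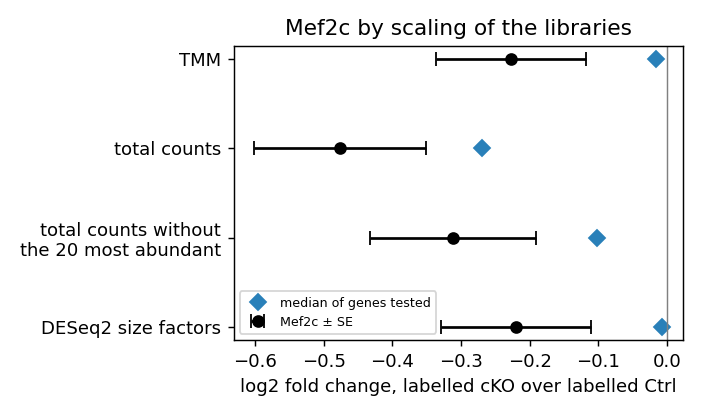
Log2 fold change of Mef2c, labelled cKO over labelled Ctrl (x axis), under 4 scalings of the libraries (y axis). Circles with bars are the fitted value ± its standard error, and diamonds are the median log2 fold change of the genes tested. Mef2c moves from -0.23 with TMM factors to -0.48 with total counts, and the median of the genes tested moves with it.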

Among Mef2 paralogs, the upregulation was most evident for *Mef2c* (Supplemental Figure 6B). Pathway analysis of the upregulated *Mef2c* target genes showed that they control muscle development, consistent with the known function of *Mef2c* (Figure 6C and Supplemental Figure 6C). These results indicate that following the loss of *Net39*, *Mef2c* is induced and plays a significant role in regulating the disease-associated changes in gene expression.

It has been shown that a pool of MEF2C interacts with the nuclear pore complex to regulate myoblast differentiation (30). Proximity labeling BioID experiments using a NET39-mTurbo fusion protein in C2C12 myotubes revealed that a fraction of the total MEF2C protein was in close proximity to NET39 (Figure 6D), but not other myogenic factors such as MYOD or MYOG. To assess the regulation of *Mef2c* activity by *Net39* in vitro, we used a luciferase reporter under control of 3 MEF2C-binding sites from the mouse *Des* enhancer (31). HEK293T cells were used for luciferase assays, to avoid interference with endogenous muscle-specific regulators of gene expression. Expression of *Mef2c* induced luciferase reporter activity, and coexpression of *Net39* was sufficient to inhibit the reporter (Figure 6E). For mouse experiments, we used DesMef-LacZ mice, which carry a LacZ reporter expression cassette under control of the same *Des* enhancer. When DesMef-LacZ mice were bred to *Net39*-KO mice, we observed increased X-gal staining in *Net39*-KO GP muscles compared with WT (Figure 6F). Prior studies showed that *Mef2c* activity is silenced in normal adult skeletal muscle and forced *Mef2c* activation is sufficient to cause fiber-type switching in vivo (32). Therefore, the regulation of *Mef2c* activity by *Net39* could contribute to the activation of the abnormal type I fiber gene program observed in cKO mice. We did not observe increased *Mef2c* expression in mouse models for Duchenne muscular dystrophy and nemaline myopathy (23, 24) (Supplemental Figure 6, D and E). Therefore, *Mef2c* activation is likely specific for certain myopathies, such as EDMD.

*Mef2c* has been reported to induce the expression of DNA repair genes in lymphoid cells to reduce DNA damage (33). We hypothesized that *Mef2c* activation could be a protective response to increased DNA damage. To test this, in vitro cell-stretching experiments were performed with shNet39 and shscrmb C2C12 cells overexpressing *Mef2c* (Figure 6G). *Mef2c* overexpression prevented stretch-induced DNA damage in both shscrmb and shNet39 C2C12 cells (Figure 6, G and H), but did not reduce nuclear envelope deformations (Figure 6, I and J). We also observed that *Mef2c* expression increased following cell stretch of C2C12 myoblasts (Supplemental Figure 6F) and paclitaxel treatment (Supplemental Figure 3H). Together, these results suggest that *Mef2c* expression can be induced by mechanical stress as a mechanism to alleviate DNA damage and that a pool of MEF2C may be directly regulated by the nuclear envelope and become active in response to stretch.

### NET39 downregulation, DNA damage, and MEF2C induction in human EDMD.

We previously reported that *NET39* is downregulated in human EDMD muscles from patients harboring different *LMNA* mutations (mutations described in Methods) (5). Additional analysis of EDMD muscle biopsies where *NET39* was downregulated revealed similarities with cKO mice. Histologically, EDMD muscle biopsies showed fiber size disproportion, with small angular myofibers positive for MYH7, similar to the ones in cKO muscles (Figure 7A). γH2A.X staining also showed a significant increase in DNA damage in EDMD myonuclei compared with Ctrl (Figure 7B). Increased γH2A.X staining was predominant in small angular myofibers, with approximately 80% of these fibers being positive for γH2A.X (Figure 7C). Upstream regulator analysis of upregulated genes from human EDMD patient microarray data sets (34, 35) revealed that MEF2 was among the main transcriptional regulators (Figure 7D). Immunofluorescence on EDMD patient biopsies showed increased MEF2C-positive nuclei compared with healthy Ctrls (Figure 7E), resembling the MEF2C activation seen in cKO muscles. These results highlight the histopathological and molecular similarities between human EDMD and cKO mice, in which *Net39* was deleted in adult skeletal muscle.

### AAV9-Net39 gene therapy ameliorates the phenotype of Lmna ΔK32 mice.

Currently, there is no cure for EDMD. We showed previously that *NET39* gene expression is decreased in EDMD patients (5), raising the possibility of restoring *NET39* expression to improve muscle defects in EDMD. We first determined whether *Net39* gene therapy could rescue the severe phenotype of *Net39*-KO mice. *Net39* was cloned into an adeno-associated virus (AAV) backbone under control of the muscle-specific muscle creatine kinase promoter (CK8e) (36) and packaged into AAV9, a viral vector with tropism for striated muscle (37). We first delivered AAV-Net39 or AAV-TdTomato (AAV-TdTo) control virus i.p. into *Net39*-KO mice at P6 (Supplemental Figure 7A). Quantitative reverse-transcription PCR (qRT-PCR) analysis showed a 45-fold increase in *Net39* transcript levels in *Net39*-KO mice injected with AAV-Net39 compared with WT (Supplemental Figure 7B). Importantly, 83% (5 out of 6) of *Net39*-KO mice injected with AAV-Net39 survived to adulthood past 3 months of age (Supplemental Figure 7, C and D). However, mice still presented lower muscle weight than WT Ctrls (Supplemental Figure 7E). Histologically, *Net39*-KO mice treated with AAV-Net39 showed a significant reduction in centralized nuclei (Supplemental Figure 7F), absence of fibrosis (Supplemental Figure 7G), and decreased NADH oxidative staining (Supplemental Figure 7H). Overall, these data indicate that AAV-Net39 treatment is sufficient to rescue the early lethality and severe muscle phenotype caused by loss of *Net39* expression.

To study the significance of AAV-Net39 gene therapy in a broader context, we sought to restore *Net39* expression in a disease model where *Net39* is downregulated. We selected the *Lmna* ΔK32 (ΔK32) mouse model for initial experiments. Mice harboring the ΔK32 allele manifest severe laminopathy (LMNA-related congenital muscular dystrophy) that closely phenocopies the lethal phenotype of *Net39*-KO mice (7). Additionally, recent studies have shown that ΔK32 mouse myoblasts downregulate *Net39* expression (8). We performed facial vein injection of AAV-Net39 (or AAV-TdTo) in ΔK32 mice at P2 (Figure 8A). qRT-PCR analysis showed that *Net39* transcript levels were reduced by 50% in ΔK32 mice compared with Ctrl mice, and AAV-Net39 injection was sufficient to restore physiological *Net39* transcript levels in ΔK32 mice (Figure 8B). AAV-Net39–treated ΔK32 mice showed a mild increase in myofiber area (Figure 8, C and D), with reduced levels of centralized nuclei (Figure 8E). The percentage of γH2A.X-positive nuclei was also reduced in GP muscles of AAV-Net39–treated ΔK32 mice compared with AAV-TdTo–treated ΔK32 mice (Figure 8, F and G). The transcript levels of *Mef2c* were significantly increased in ΔK32 mice, and AAV-Net39 delivery restored *Mef2c* expression to Ctrl levels (Figure 8H). However, AAV-Net39 was not sufficient to completely rescue the phenotype, as ΔK32 mice treated with AAV-Net39 still died before weaning and did not fully recover body weight to appreciable levels (Supplemental Figure 8). Nevertheless, the life span of ΔK32 mice treated with AAV-Net39 was significantly increased compared with that of ΔK32 mice treated with AAV-TdTo virus (Figure 8I). Therefore, while the ΔK32 phenotype is molecularly complex, affects multiple organs, and initiates during embryonic development (7), postnatal delivery of AAV-Net39 was sufficient to improve the ΔK32 phenotype. In summary, postnatal restoration of *Net39* expression by AAV delivery ameliorated a model of severe laminopathy, directly implicating *Net39* in the pathogenesis of this disorder and potentially other diseases of the nuclear envelope in which *Net39* is downregulated.

## Discussion

Our data show that *Net39* is required to maintain the integrity of the nuclear envelope in adult muscles. Adult loss of *Net39* leads to nuclear deformations within myofibers, causing DNA damage, activation of a Mef2-dependent pathological gene expression program, muscle wasting, and impaired contraction. Loss of *Net39* affected nuclear envelope integrity and rendered myonuclei susceptible to mechanical stretch in vitro and in vivo, which was reflected in increased DNA damage. Thus, we conclude that *Net39* protects nuclei within muscle fibers against the mechanical stress caused by muscle contraction.

Envelopathies, such as EDMD, typically cause broad transcriptional changes in muscle tissues. It is not well understood which transcriptional changes contribute to the disease primarily and which are secondary. *NET39* is downregulated in human EDMD muscles, and we observed that cKO mice closely mimic the clinical manifestation of human EDMD. Importantly, we showed the direct contribution of *Net39* to disease progression in *Lmna* ΔK32 mice, an animal model of congenital myopathy in which *Net39* is downregulated (7, 8). Postnatal delivery of AAV-Net39 extended the life spans of *Lmna* ΔK32 mice and reverted part of the phenotype. However, there is a broad spectrum of mutations that cause EDMD and they differ in their phenotypes. For instance, *Net39* levels are not downregulated in *Lmna* H222P myoblasts, and the *Lmna* H222P mutation has a milder phenotype in mice and humans (8, 38). Our findings demonstrate that *Net39* is specifically involved in the pathogenesis of *Lmna* ΔK32 mice, but not necessarily other mutations. Furthermore, multiple *NET39* gene variants have been identified in patients with muscular dystrophies, but their significance remains unknown (39). Our findings suggest that mutations in *NET39* could also contribute to EDMD, either directly or as a modifier gene.

In the current study, we modeled mechanical stress by ex vivo myofiber stretching and in vitro compression of myoblasts using a cell-stretching device. We show that the loss of NET39 weakens the nuclear envelope, which becomes more prone to deformation and rupture following mechanical stimulation, as evidenced by induction of DNA damage and appearance of micronuclei (2). The positive correlation in cKO mice among nuclear deformations, increased γH2A.X, and increased TUNEL-positive nuclei indicates that genomic instability likely contributes to the deterioration and death of myofibers. Based on these data, we propose that *Net39* protects myonuclei and their respective myofibers against mechanical stress–induced damage. Uncoupling the nuclear envelope from external forces through DN-KASH expression or paclitaxel treatment reduced the DNA damage caused by *Net39* loss. DN-KASH gene therapy could potentially ameliorate the muscle phenotype in EDMD, and it has already shown promise in lamin-induced cardiomyopathy (40).

Transcriptional analysis of cKO and human EDMD samples showed the dysregulation of specific transcription factors and their target genes, particularly Mef2, which we validated in vitro and in vivo. Mef2 expression is induced by stretch, and DNA damage can regulate Mef2 activity (4, 33). Prior studies have reported that the nuclear envelope can regulate the activity of muscle-related transcription factors, such as *Mef2c* and *Myod1* (30, 41). MEF2C is recruited to the nuclear pore complex during myoblast differentiation to form transcriptionally active complexes (30), and we observed a potential interaction between NET39 and MEF2C by proximity labeling. Our evidence suggests that, besides an indirect compensatory mechanism, a pool of MEF2C likely interacts with NET39 and is recruited to the nuclear periphery, where it likely remains associated with heterochromatin and becomes repressed. Previous work from our laboratory demonstrated that expression of a hyperactive form of *Mef2c* in skeletal muscle promotes a fiber-type shift toward type I fibers (32). We identified a pathological type I myonuclear population with increased expression of DNA damage markers and dysregulation of Mef2-dependent muscle contractile genes as the primary contributor to the global changes in transcription. We did not observe an induction of *Mef2c* expression in other myopathy models, indicating that *Mef2c* activation is not a general myopathic response. Considering that *Mef2c* overexpression protected cells from DNA damage after depletion of *Net39*, we surmise that *Mef2c* activation may be an adaptive response to DNA damage. Together, these results suggest that loss of *Net39* can activate specific transcription factors in affected myonuclei, which account for the changes in transcription observed in EDMD and contribute to the phenotype.

Overall, our work demonstrates the essential role of *Net39* in protection of the nuclear envelopes within muscle fibers from the mechanical stress caused by contraction and highlights the contribution of muscle-specific nuclear envelope proteins to the pathogenesis of EDMD.

## Methods

### Conditional deletion of Net39 in adult mice.

Cas9 sgRNAs flanking the first exon of *Net39* were selected using the CRISPOR sgRNA design tool (42). sgRNAs were tested using an in vitro Cas9 cleavage assay (43). The following 2 sgRNAs were selected: no. 1: Net39-sgRNA-5′, TTTAATCCCAGGGACTGTAG; no. 2: Net39-sgRNA-3′, AGTAGTGTCTGTAACTGGTT.

The DNA templates used for homologous recombination and insertion of loxP sites were single-stranded oligodeoxynucleotide donors (ssODN) (Integrated DNA Technologies) with short asymmetric homology arms. Lowercase denotes genomic DNA sequence, and uppercase denotes loxP sites: no. 1: ssODN-Net39-loxp-5′, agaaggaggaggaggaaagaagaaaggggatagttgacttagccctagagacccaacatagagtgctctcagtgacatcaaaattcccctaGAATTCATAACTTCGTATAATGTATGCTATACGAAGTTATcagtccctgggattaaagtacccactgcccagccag; no. 2: ssODN-Net39-loxp-3′, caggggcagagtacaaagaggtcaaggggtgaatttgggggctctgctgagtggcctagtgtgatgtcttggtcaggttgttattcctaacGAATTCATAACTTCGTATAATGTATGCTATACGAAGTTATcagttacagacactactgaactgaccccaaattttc.

Zygotes were obtained from superovulating B6C3F1 female mice mated to B6C3F1 stud males. Cas9 mRNAs, Net39 sgRNAs, and ssODNs were injected into the pronucleus and cytoplasm of zygotes and transferred into pseudopregnant ICR female mice.

For genomic analysis, tail DNA was extracted from F0 mice and used to analyze the targeted regions by PCR. The allele containing a loxP site showed an increase of 40 bp in the length of the expected PCR product. The primers were designed as follows: primers no. 1 and no. 2 amplified the region containing the 5′ loxP site, and primers no. 3 and no. 4 amplified the region containing the 3′ loxP site. Primers no. 1 and no. 4 were used to amplify the region containing both loxP sites. Primers were as follows: no. 1: Net39-KI-5′-F, GGATAGTTGACTTAGCCCTAGAGACC; no. 2: Net39-KI-5′-R, AATAGAGCCCACCCTTACAGG; no. 3: Net39-KI-3′-F, CTGCTGCTAGGTGAGTGTGC; no. 4: Net39-KI-3′-R, GAACCTGGCAGTGTTGGTTT.

F0 mosaic mice were mated to C57BL/6N mice to generate mice heterozygous for the floxed *Net39* allele (*Net39^fl^*). *Net39^fl^* mice were crossed with mice harboring the HSA-CreERT2 transgene, which encodes a tamoxifen-inducible CreERT2 cassette specifically expressed in skeletal muscle, but not in satellite cells or the heart (9). The prior primers no. 1 and no. 2 were used for routine genotyping. The following primers were used to genotype the HSA-CreERT2 transgene: no. 1: HSA-CreERT2-F, AAGTTCGTTCACTCATGGA; no. 2: HSA-CreERT2-R, TCGACCAGTTTAGTTACCC.

Cre-mediated excision of the *Net39* locus was induced by tamoxifen (Sigma-Aldrich, T5648) reconstituted in 90% sesame oil and 10% ethanol at a concentration of 20 mg/mL. Eight-week-old male mice were injected with tamoxifen peritoneally at a dose of 100 mg/kg for 5 consecutive days. Cre-mediated deletion of *Net39* was verified in genomic DNA by GXL DNA Polymerase (Takara, R050B) long-range PCR using primers no. 1 and no. 4. The expected WT PCR product had a size of 2.3 kb, whereas the recombined allele was 905 bp. Serum was collected from heart puncture for creatine kinase measurements using VITROS Chemistry Products CK Slides on the VITROS 250 Chemistry System.

### Ex vivo electrophysiology.

EDL and soleus muscles were isolated from 5 month-old Ctrl or cKO mice and mounted on Grass Instruments FT03.C force transducers connected to a Powerlab 8/SP data acquisition unit (AD Instruments). A medium with physiological salt solution at 37°C and constant gas levels of 95% O_2_–5% CO_2_ was used for contraction studies. Electric stimulation with platinum electrodes was used to determine the optimal muscle length with maximal tetanic tension. After reaching optimal muscle length, muscles were stimulated for 20 seconds, and fatigue curves were generated. All measurements were normalized by muscle area, and specific force (mN/mm^2^) was used for analysis. For mechanical stretching experiments, the device was used to repeatedly stimulate EDL muscles for 30 minutes. Single myofibers were then isolated and immunostaining was performed.

### Histological analyses.

Skeletal muscle tissues were flash-frozen in tissue-freezing medium (Triangle BioSciences International) and gum tragacanth (MilliporeSigma, G1128) at a 3:1 ratio. The following histological stains were performed: routine H&E, NADH, COX, SDH, and metachromatic ATPase. SDH staining was performed with 0.2M phosphate buffer (pH 7.6) and sodium succinate with nitroblue tetrazolium chloride (NBT). NADH staining was performed with 0.05 M Tris buffer (pH 7.6) with NADH and NBT. COX staining was performed with 1 mg/ml cytochrome *c* (MilliporeSigma, C2506)/6 mg/ml catalase (MilliporeSigma, C40)/0.5 mg/ml 3,3-diamonobenzidine tetrachloride (MilliporeSigma, D5637) in PBS, pH 7.4. Metachromatic ATPase was performed on cryosections by sequential incubations in acid-differentiation medium (0.05M sodium acetate, 0.018M calcium chloride dihydrate, pH 4.4), TRIS buffer (0.1M Trizma base, 0.018M calcium chloride dihydrate, pH 7.8), ATP medium (0.05M glycine, 0.03M calcium chloride dihydrate, 0.07M sodium chloride, 0.05M sodium hydroxide, 0.004M adenosine 5′-trophosphate disodium salt hydrate, pH 9.4), 1% calcium chloride dihydrate, and 0.1% toluidine Blue (44). For trichrome staining, samples were fixed with 4% paraformaldehyde (Electron Microscopy Sciences, 15710) in PBS (MilliporeSigma, D8537) and embedded in paraffin. Cross sections were obtained and stained using Masson’s trichrome staining method. CD11b staining was performed followed a previously described protocol (45).

For immunofluorescence, frozen sections were fixed with 4% paraformaldehyde for 15 minutes, permeabilized with 0.3% Triton X-100 for 15 minutes, and blocked with MOM blocking solution (Vector Labs, BMK-2202) in 5% goat serum for 1 hour. Additional blocking was performed in 8% protein diluent (Vector Labs, BMK-2202) and 5% goat serum for 30 minutes. Primary antibodies were used at 1:200 dilution, and samples were incubated overnight at 4°C. Secondary antibodies were incubated with samples for 1 hour at room temperature.

The following antibodies were used: SUN2 (MilliporeSigma, MABT880), MYH7 (Developmental Studies Hybridoma Bank [DSHB], BA-D5), MYH2 (DSHB, SC-71), MYH4 (DSHB, BF-F3), MYH3 (DSHB, F1.652-s), γH2A.X (Cell Signaling Technology, 9718), MEF2C (Cell Signaling Technology, 5030), CD11B (Abcam, ab133357), DESMIN (Agilent, M076029-2), cleaved caspase-3 (Cell Signaling Technology, 9661) and WGA (Thermo Fisher, W11261), laminin (MilliporeSigma, L9393), and DAPI (MilliporeSigma, D9542). For TUNEL staining, Click-iT Plus EL Assay Kits for In Situ Apoptosis Detection (Thermo Fisher, C10617) were used per the manufacturer’s instructions. Imaging was performed using a Zeiss LSM 800 confocal microscope. ImageJ/Fiji (NIH) was used to measure myofiber diameter.

For electron microscopy, mice were perfused with 4% paraformaldehyde and 1% glutaraldehyde in 0.1M sodium cacodylate buffer (pH 7.4). Staining was done with 1% osmium tetroxide. Samples were processed by the UT Southwestern Center Electron Microscopy core facility. Images were acquired using a JEOL JEM-1400 Plus transmission electron microscope.

Generation and analysis of DesMef-LacZ reporter mice were previously described (31). X-gal staining of skeletal muscle was performed as previously described (46). Briefly, muscles were fixed in 2% paraformaldehyde/0.2% glutaraldehyde in PBS on ice for 1 hour and stained using 5 mM ferrocyanide, 5 mM ferricyanide, 2 mM MgCl_2_, and 1 mg/ml X-gal for 16 hours at room temperature. Washes were performed with PBS.

### Gene expression analysis.

For gene expression analysis in cells, samples were solubilized in 1 mL of TRIzol. RNA isolation was performed with the RNeasy Micro Kit (QIAGEN, 74004) per the manufacturer’s instructions. cDNA synthesis was performed with iScript Reverse Transcriptase (Bio-Rad, 1708841).

The following primers were used for qRT-PCR: mm.qPCR.Mef2c-F: GTCAGTTGGGAGCTTGCACTA; mm.qPCR.Mef2c-R: CGGTCTCTAGGAGGAGAAACA; mm.qPCR.Net39-F: ATCCTCTGCCTGGTGAGAA; and mm.qPCR.Net39-R: CCACTGTCATGATGTCCAAGAG. qRT-PCR primers for Atf3, Fas, Trp53, and Trp63 were ordered from MilliporeSigma (KiCqStart SYBR Green primers).

For bulk RNA-Seq, mRNA samples were sent to Genewiz for library preparation and paired-end 75 bp mRNA-Seq. For snRNA-Seq, sample preparation was performed with minor modifications from prior protocols (47). Nuclei from Ctrl and cKO GP muscles were isolated by mechanical dissociation. Nuclear preparations were loaded into the Chromium Next GEM Single Cell 3′ Gene Expression Kit, version 3.1 (10x Genomics) per the manufacturer’s instructions. Sequencing was performed at the Next Generation Sequencing Core of Children’s Research Institute at UT Southwestern on an Illumina NextSeq 500 system.

### ChIP-Seq.

Stable C2C12 myoblast cell lines (ATCC, CRL-1772) expressing TY1-NET39 or an empty vector were generated by retroviral infection. Five 15 cm plates of differentiated myotubes were used for each sample, and 2 replicates were used per biological group. Sample preparation was performed with the ChIP-IT High Sensitivity Kit (Active Motif, 53040) per the manufacturer’s instructions. Cells were fixed in cell-fixation solution for 30 minutes. A ChIP-grade Ty1 antibody (Diagenode, C15200054) was conjugated to protein G agarose beads for chromatin pulldown. Library preparation and sequencing were performed by the McDermott Center Next Generation Sequencing Core at the UT Southwestern Center.

### Bulk RNA-Seq analysis.

The FastQC tool (version 0.11.8) was used for quality control of RNA-Seq raw fastq data to evaluate low quality or adaptor portion of the reads for trimming. Reads were trimmed with Trimmomatic (version 0.39) and aligned to the mm10 reference genome using HiSAT2 (version 2.1.0) with default settings. The raw count matrix was generated using featureCounts (version 1.6.2) with bam files as input. DEG analysis between conditions was performed using the R package DESeq (version 1.38.0). Genes with fold change greater than 2 and adjusted *P* values of less than 0.05 were designated as DEGs between sample group comparisons. Enrichment analysis of gene sets was performed using the web resource Metascape (https://metascape.org).

### Net39-Ty1 ChIP-Seq analysis.

FastQC was used for quality control, and reads were aligned to the mm10 reference genome using bowtie2 (version 2.3.2) with default settings. Picard (version 2.10.3) was then used to remove duplicated reads. To increase sequencing depth for peak calling, replicates were merged for each condition. The LaminB1 DamID published data set was analyzed (6). To identify large domains of Net39- and/or LaminB1-associated regions, Enriched Domain Detector (EDD) (version 1.1.19) was used with the bin size set to 10 kb, and the output was the log ratio between ChIP and control for genome browser visualization. To calculate the correlation between Net39-Ty1 and lamin B1, a log ratio from EDD of 10 kb bins was used.

### Analysis of single-nucleus RNA-Seq data sets.

10× Cell Ranger (version 3.1.0) was used to perform sample demultiplexing and to generate the read count matrix with mm10/GRCm38 reference genome with default parameters. Further quality filtering was performed using the Seurat R package (version 3.2.2). Doublets were called using Scrublet (version 0.2.3) and removed from downstream analysis. Any barcodes (nuclei) with less than 100 gene features or with total read number less than 500 were filtered. Cells with more than 10% of the reads coming from mitochondrial genes were also filtered to remove potential dead cells from analysis.

Data were normalized using the SCTransform function from Seurat and vars.to.regress = “percent.mt” to remove potential mitochondrial effects. To integrate Ctrl and cKO data sets, 3,000 features were selected using the function SelectIntegrationFeatures, and the selected features were used as input for function PrepSCTIntegration. We then identified anchors and integrated the data set using the function FindIntegrationAnchor, with the normalization.method = “SCT” and anchor.features selected. Finally, the data sets were integrated using the function IntegrateData with the normalization.method = “SCT”.

For snRNA-Seq data visualization, dimensionality reduction was performed using PCA and uniform manifold approximation and projection (UMAP) with the functions RunPCA and RunUMAP, with dims set to 25. To cluster nuclei by their expression, graph-based clustering was done with the function FindNeighbors followed by FindClusters, with a resolution of 0.1, and 15 clusters were identified. After careful inspection with known cell markers, we annotated each cluster and merged clusters that did not show clear distinctions as the same cell type.

To generate heatmaps with bulk RNA-Seq and snRNA-Seq data side by side, DEGs from bulk RNA-Seq were intersected with genes that were detected in snRNA-Seq data. To correct dropout values in snRNA-Seq data, we used Markov affinity-based graph imputation of cells (MAGIC), which denoises the cell count matrix and fills in the missing values. After imputation, all heatmaps were combined to compare bulk RNA-Seq data with snRNA-Seq data.

### Western blotting.

Cell samples and flash-frozen tissues were processed with RIPA buffer (MilliporeSigma, R0278). The tissue lysates were further dissociated with mechanical dissociation (Precellys Evolution), and protein concentration was quantified by BCA assay (Thermo Fisher, 23225). Regular wet transfer was performed on polyvinylidene fluoride membranes (Millipore, IPVH00010). Blocking and antibody incubation were performed in 5% milk in TBS-Tween 0.1%. The following antibodies were used: GAPDH (MilliporeSigma, MAB374), α-tubulin (MilliporeSigma, T6199), NET39 (MilliporeSigma, HPA070252), MEF2C (Cell Signaling Technology, 5030), MYOD (Santa Cruz Biotechnology Inc., sc-377460), MYOG (Santa Cruz Biotechnology Inc., sc-12732 X), vinculin (VCL) (MilliporeSigma, V9131), HRP-conjugated streptavidin (Thermo Fisher, N100), γH2A.X (MilliporeSigma, 05-636), total ATM (Cell Signaling Technology, 2873T), and phosphorylated ATM (Ser1981) (Santa Cruz Biotechnology Inc., sc-47739). For blotting of total and phosphorylated ATM as well as γH2A.X, blocking was performed in 5% BSA in TBS-Tween 0.1%.

### In vitro studies.

C2C12 cells were cultured in growth media (DMEM with 10% fetal bovine serum and 1% antibiotic-antimycotic; Thermo Fisher, 26050088). Myoblast differentiation was induced with differentiation media (DMEM with 2% horse serum and 1% antibiotic-antimycotic). Selection of infected cells was performed in growth media with 2 μg/ml of puromycin (Thermo Fisher, A1113803). Paclitaxel (Thermo Fisher, P3456) was diluted in DMSO and used for microtubule stabilization at 10 nM and 50 nM.

Platinum-E ecotropic cells (Cell Biolabs, RV-101) and Lenti-X 293T cells (Takara, 632180) were used for the generation of retroviruses and lentiviruses, respectively. Cells were transfected with FuGENE6 (Promega, E2692) per the manufacturer’s instructions. pMD2.G (Addgene, 12259) and psPax2 (Addgene, 12260) were used for lentiviral packaging. Virus-containing media was collected 48 hours after transfection, filtered (0.45 μm membrane), and concentrated with Retro-X (Takara, 631456) or Lenti-X (Takara, 631232). Viral particles were resuspended in fresh media supplemented with 8 μg/ml of polybrene (MilliporeSigma, TR-1003-G) and used to infect C2C12 mouse myoblasts (ATCC, CRL-1772).

For knockdown studies, glycerol stocks of lentiviral plasmids (pLKO) containing shRNAs targeting Net39 were purchased from MilliporeSigma (TRCN0000081368, TRCN0000081369, TRCN0000081370, TRCN0000081371, TRCN0000081372). Scrambled shRNA cloned in pLKO was obtained from Addgene (no. 1864).

For proximity biotinylation (BioID), a custom retroviral backbone encoding the fusion protein NET39-miniTurbo from prior studies was used (48). C2C12 myoblasts expressing NET39-miniTurbo were differentiated into myotubes for 5 days in differentiation media. Myotubes were then exposed to 500 μM biotin (MilliporeSigma, B4501) for 4 hours to induce proximity biotinylation. Ctrl cells were treated with DMSO. Cells were lysed in 6M urea, 150 mM NaCl, and 10% SDS and lysed by homogenization (Bertin Instruments, P000062-PEVO0-A). Samples were diluted in 50 mM Tris, 150 mM NaCl, and incubated with 100 μl of streptavidin magnetic beads (Thermo Fisher, 88816) for 24 hours at 4°C. Beads were washed in lysis buffer and eluted in 2× Laemmli sample buffer (Bio-Rad, 1610737).

For luciferase assays, a luciferase reporter of Mef2 activity was used (49). The luciferase gene is under control of the *Des* enhancer containing 3 Mef2-binding sites. pMXs-puro-Net39-3xFLAG-HA (5) and pcDNA-Mef2c (50) were generated in previous studies. HEK293T cells were transfected with combinations of the reporter, Net39, and Mef2c plasmids. Samples were transfected with pCMV-LacZ for signal normalization. Luciferase assay system (Promega, E1500) and the Mammalian Beta Galactosidase Assay Kit (Thermo Fisher, 75707) were used for reporter measurements. Luminescence and absorbance readings were performed using a CLARIOstar plate reader (BMG Labtech).

A 6-well static cell confiner (4Dcell, CSOW 620) was used to apply mechanical stretch to C2C12 myoblasts. The device employs glass micropillars connected to PDMS pistons to compress cells in the vertical axis, thus generating horizontal mechanical stretch (16, 17). Cells were seeded onto glass-bottom 6-well plates (MatTek Corp., P06G-1.5-20-F). Prior to stretch, the PDMS pistons attached to micropillars were incubated in media for 1 hour, and then the cells were either unstretched or stretched for 1 hour. Following cell stretching, myoblasts were either treated with TRIzol for RNA isolation or fixed and processed for immunofluorescent staining. For rescue experiments, Mef2c and mcherry–DN-KASH were subcloned into a custom retroviral backbone. DN-KASH was amplified from pmcherry N1 (Addgene, 125553).

### AAV delivery of Net39.

AAV9 vectors expressing GFP-2A-Net39 or GFP-2A-TdTomato under control of the CK8e promoter were generated by conventional cloning from AAV9-CK8e-Cas9 (37). AAV packaging was performed at the Harvard Medical School/Boston Children’s Hospital Viral Core (Boston, Massachusetts, USA). AAV was delivered i.v. via facial vein at P2 to *Lmna* ΔK32 or Ctrl littermates and i.p. at P6 to *Net39*-KO mice at a concentration of 1 × 10^14^ vg/kg. *Lmna* ΔK32 mice were provided by Gisèle Bonne (Institut de Myologie, Paris, France) (7).

### Human EDMD analysis.

Three patients with *LMNA* mutations and available frozen muscle samples were selected and used both for this study and our prior study on *Net39* (5). The *LMNA* mutations were as follows: LMNA1, c.1357C>T, p.Arg453Trp, heterozygous; LMNA2, c.116G>A, p.Asn39Ser, heterozygous; and LMNA3, c.997_1110del, p.Thr333_Asp370del, heterozygous. Three additional age-matched samples from patients with no obvious muscle abnormalities were used as Ctrls. Frozen sections were cut from muscle biopsies and used for immunofluorescence studies.

### Data availability.

All high-throughput data in the manuscript were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE232049). Values for all data points found in graphs can be found in the supporting data values file.

### Statistics.

Statistical comparisons between 2 groups were evaluated by unpaired, 2-tailed Student’s *t* tests. A *P* value of less than 0.05 was considered statistically significant. Comparisons among 3 or more groups were evaluated by 1-way ANOVA followed by Tukey’s multiple-comparison analysis to determine the statistical significance among these groups. Two-way ANOVA was used to determine the statistical significance among 3 or more groups considering multiple factors. This analysis was followed by Tukey’s multiple-comparison analysis to determine the statistical significance among these groups. The log-rank (Mantel-Cox) test was performed to determine statistical significance among survival curves.

### Study approval.

The use of medical records and human tissues for research purposes was approved by the UT Southwestern Human Research Protection Program (IRB STU012016-082). This research was compliant with the ethical principles in the Belmont Report, Department of Health and Human Service human subject regulations, Title 21 CFR, and good clinical practice as adopted by the Food and Drug Administration. A waiver of patient informed consent was requested and approved by the human research protection program for retrospective study on archived human muscle tissue. All tissues used in this study were coded and deidentified. All animal procedures were approved by the Institutional Animal Care and Use Committee at the UT Southwestern Medical Center.

## Author contributions

ARM, YZ, NL, RBD, KC, LX, CC, and ENO wrote and edited the manuscript. CC supervised clinical research and provided patient samples. ARM, YZ, KC, and ENO designed the experiments and analyzed the data. ARM, YZ, MZD, FC, and ZW performed the experiments. JRM performed the zygote injections to generate Net39-cKO mice. ARM and YZ both contributed significantly and share co–first authorship. Authorship order was assigned based on the degree of contribution.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
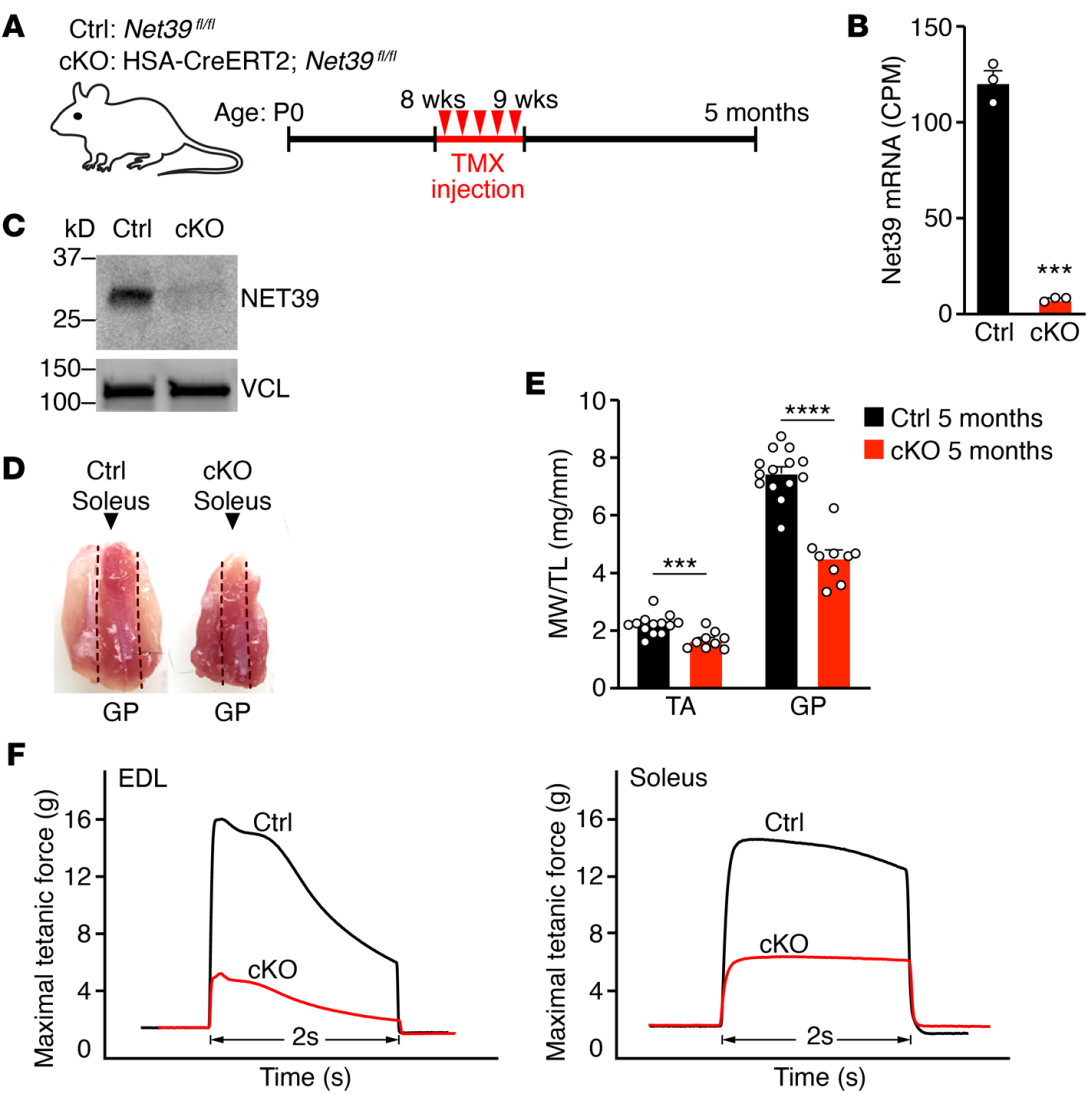
Conditional deletion of *Net39* in adult skeletal muscle leads to muscle wasting and weakness. (**A**) Experimental design for deletion of *Net39* in adult skeletal muscle. *Net39* cKO (cKO) and Ctrl mice were injected with tamoxifen for 5 consecutive days (red triangles) starting at 8 weeks of age and analyzed at 5 months of age. (**B**) *Net39* transcript abundance measured by bulk RNA-Seq of GP muscle at 5 months of age in cKO and Ctrl mice. CPM, counts per million. *n* = 3 mice. (**C**) Western blot analysis showing loss of NET39 protein in quadriceps muscle in cKO mice at 3 months of age. VCL protein was used as the loading control. (**D**) Gross morphology of Ctrl and cKO GP and soleus muscles at 5 months of age. Dotted lines mark the boundaries of the soleus. (**E**) Muscle weight (MW) to tibia length (TL) ratios for the indicated muscles in Ctrl and cKO mice at 5 months of age. *n* = 9–13 mice per group. (**F**) Ex vivo contraction assay to measure maximal tetanic force of the indicated muscles in Ctrl (black) and cKO (red) muscles at 5 months of age. Unpaired, 2-tailed Student’s *t* tests were performed for **B** and **E**. ***P < 0.001; ****P < 0.0001. Data are represented as mean ± SEM.

**Figure 2:**
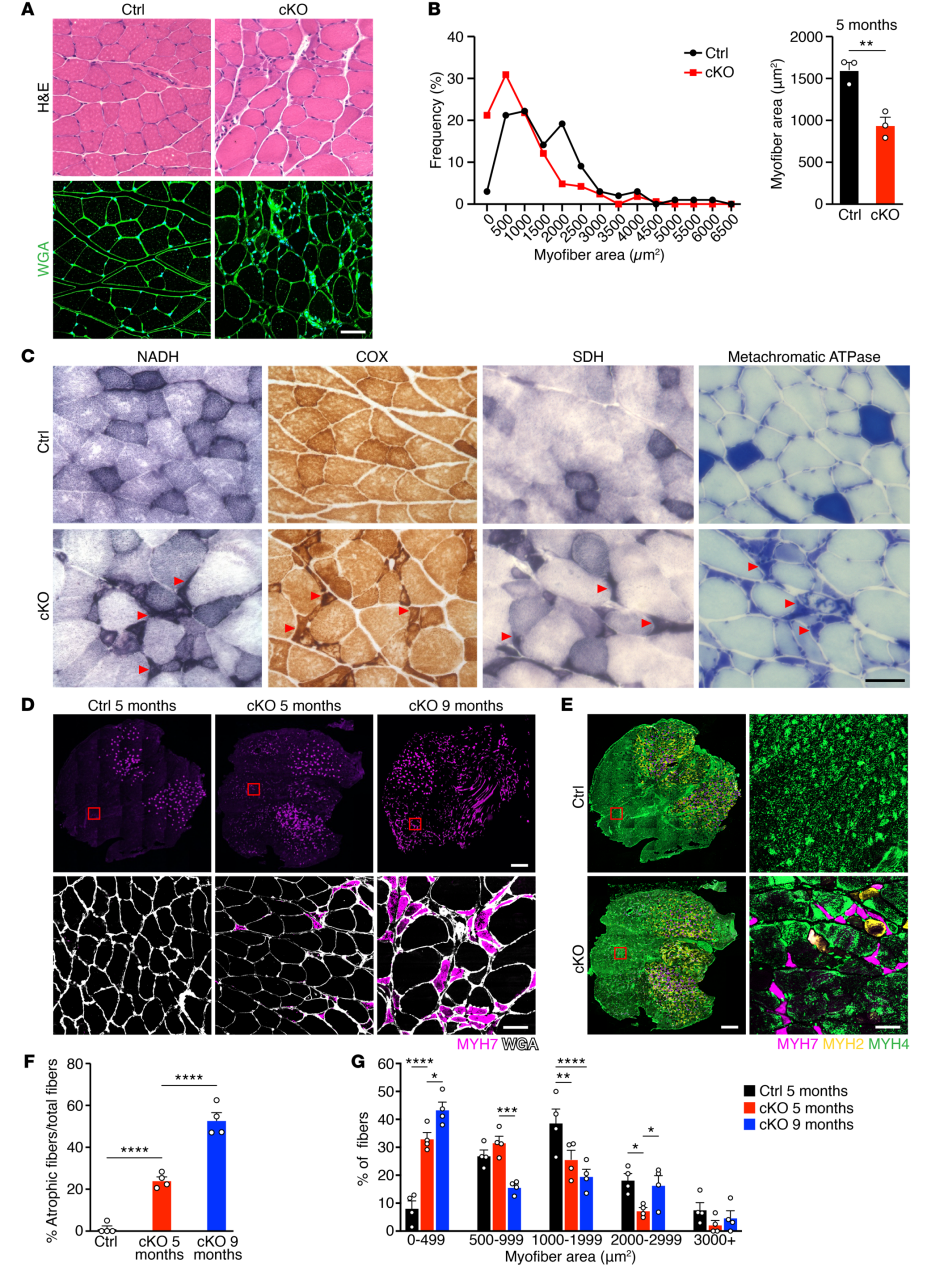
*Net39*-cKO muscles present small angular myofibers. (**A**) H&E (top) and WGA staining (bottom) of Ctrl and cKO GP muscles at 5 months of age. Scale bar: 50 μm. (**B**) Myofiber area distribution from WGA-stained GP sections (left) and average myofiber area (right) from Ctrl (black) and cKO (red) mice at 5 months of age. Unpaired, 2-tailed Student’s *t* test. *n* = 3 mice. (**C**) Immunohistochemistry of Ctrl and cKO GP muscles at 5 months of age for NADH, COX, SDH, and metachromatic ATPase staining. Type I fibers stain darkly, and type II fibers stain lightly. Red arrowheads indicate small angular myofibers in cKO muscle. Scale bar: 50 μm. (**D**) Immunostaining for MYH7 and WGA (bottom panels) of Ctrl and cKO GP muscles at 5 months of age and cKO GP muscle at 9 months of age. The magnified area on the bottom panels shows the presence of small angular fibers positive for MYH7 in cKO GP. The same area in Ctrl GP is usually devoid of MYH7-positive fibers. Scale bars: 500 μm (top); 50 μm (bottom). (**E**) Immunostaining for type I (MYH7), type IIa (MYH2), and type IIb (MYH4) myofibers of Ctrl and cKO GP muscles at 5 months of age. The magnified area on the right shows the presence of small angular fibers positive for MYH7 or MYH2 in cKO GP. Scale bars: 500 μm (left); 50 μm (right). (**F**) Quantification of small angular fibers over the total number of fibers from WGA staining in **D**. One-way ANOVA followed by Tukey’s multiple-comparisons test. *n* = 4 mice. (**G**) Quantification of myofiber areas from WGA staining in **D**. Two-way ANOVA followed by Tukey’s multiple-comparisons test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. *n* = 4 mice. Approximately 60-90 fibers per mouse were quantified for **B**, **F**, and **G**. Data are represented as mean ± SEM.

**Figure 3:**
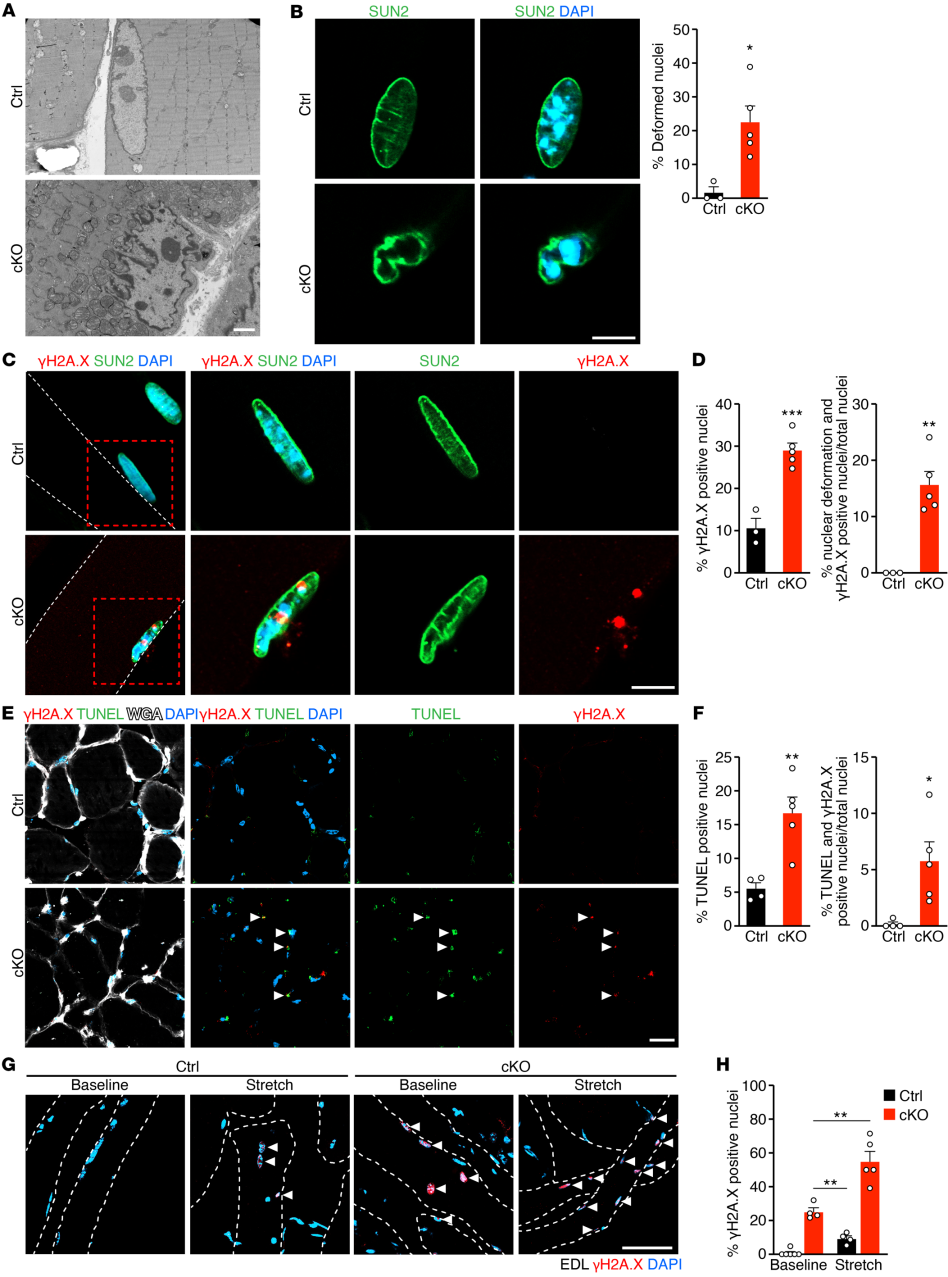
Loss of Net39 leads to impaired nuclear envelope integrity and DNA damage. (**A**) Electron micrographs showing a Ctrl nucleus and a cKO nucleus in GP muscles at 5 months of age. (**B**) Immunostaining of SUN2 (green) and DAPI (blue) in Ctrl and cKO GP muscles at 5 months of age (left). Quantification of deformed nuclei. *n* = 3–4 mice. (**C**) Immunostaining of SUN2 (green), γH2A.X (red), and DAPI (blue) in Ctrl and cKO GP muscles at 5 months of age. Dashed lines outline myofiber membranes. Magnified square area highlights a Ctrl and a cKO nucleus. (**D**) Quantification of γH2A.X-positive nuclei (left) and the percentage of deformed and γH2A.X-positive nuclei among the total number of nuclei (right) in Ctrl and cKO GP muscles. *n* = 3–5 mice. (**E**) TUNEL staining (green), γH2A.X (red), WGA (white), and DAPI (blue) immunostaining in Ctrl and cKO GP muscles at 5 months of age. Arrowheads indicate TUNEL- and γH2A.X-positive nuclei. (**F**) Quantification of TUNEL-positive nuclei (left) and the percentage of TUNEL- and γH2A.X-positive nuclei over the total number of nuclei (right) in **E**. *n* = 4–5 mice and approximately 200–800 nuclei per mouse. (**G**) γH2A.X staining (red) of isolated Ctrl and cKO EDL muscles at 5 months of age at baseline and after 30 minutes of ex vivo stretching. Dashed lines outline the myofiber membranes. Arrowheads indicate γH2A.X-positive nuclei. (**H**) Quantification of γH2A.X-positive nuclei over the total number of nuclei in **G**. *n* = 4–5 mice. Scale bars: 2 μm (**A**); 10 μm (**B** and **C**); 50 μm (**E** and **G**). *P < 0.05; **P < 0.01; ***P < 0.001. Data are represented as mean ± SEM. Unpaired, 2-tailed Student’s *t* test was performed for **B**, **D**, **F**, and **H**. 100 nuclei per mouse were analyzed for **B**, **D**, and **H**.

**Figure 4:**
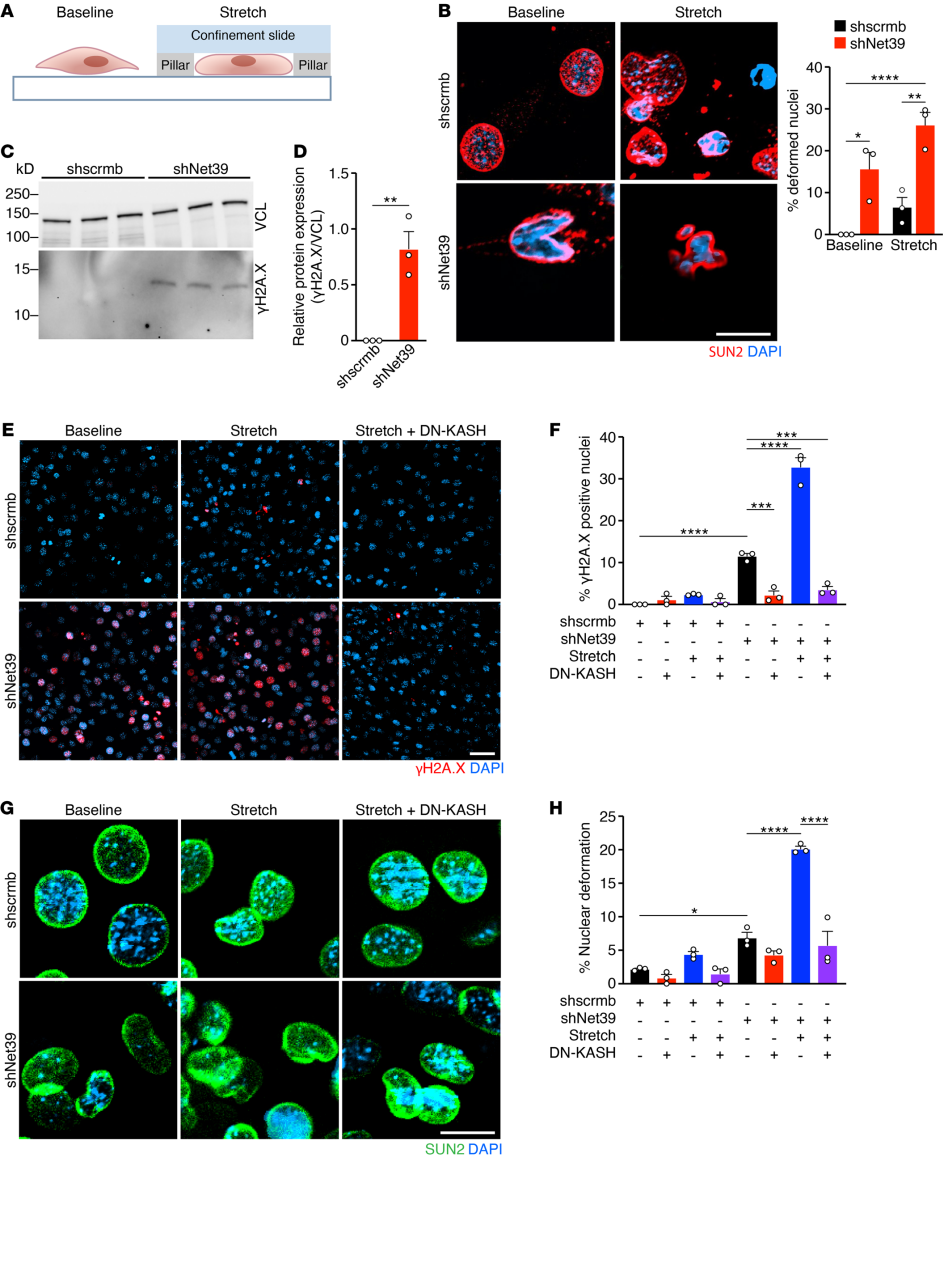
*Net39* knockdown in myoblasts causes DNA damage upon mechanical stress. (**A**) Schematic of cell compression system used to induce mechanical stretch of C2C12 myoblasts. Cells are confined within pillars on glass confinement slides. (**B**) Immunostaining of SUN2 (red) and DAPI (blue) in C2C12 myoblasts transduced with scrambled shRNA (shscrmb) and Net39 shRNA (shNet39) at baseline and after 1 hour of stretch. Quantification of deformed nuclei at baseline and after 1 hour of stretch. Approximately 100 cells per experiment. (**C**) Protein levels of γH2A.X normalized to VCL loading controls in shscrmb and shNet39 myoblasts as detected by Western blot analysis. (**D**) Densitometry analysis of the Western blots shown in **C**. (**E**) Immunostaining of γH2A.X (red) and DAPI (blue) in shscrmb and shNet39 C2C12 myoblasts at baseline, after 1 hour of stretch, and after 1 hour of stretch plus expression of DN-KASH, which disrupts the LINC complex. (**F**) Quantification of γH2A.X-positive nuclei in cell-stretching experiments with shscrmb and shNet39 C2C12 myoblasts and expression of DN-KASH. Approximately 100–300 cells per experiment. (**G**) Immunostaining of SUN2 (green) and DAPI (blue) in shscrmb and shNet39 C2C12 myoblasts at baseline, after 1 hour of stretch, and after 1 hour of stretch plus expression of DN-KASH, which disrupts the LINC complex. (**H**) Quantification of deformed nuclei in cell-stretching experiments with shscrmb and shNet39 C2C12 myoblasts and expression of DN-KASH. Deformed nuclei were identified using SUN2 staining from **G**. Approximately 100–300 cells per experiment. Scale bars: 10 μm (**B** and **G**); 50 μm (**E**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Data are represented as mean ± SEM. Unpaired, 2-tailed Student’s *t* test was performed for **B** and **D**. One-way ANOVA followed by Tukey’s multiple-comparisons test was performed for **F** and **H**. *n* = 3 independent experiments were performed for **B**, **D**, **F**, and **H**.

**Figure 5:**
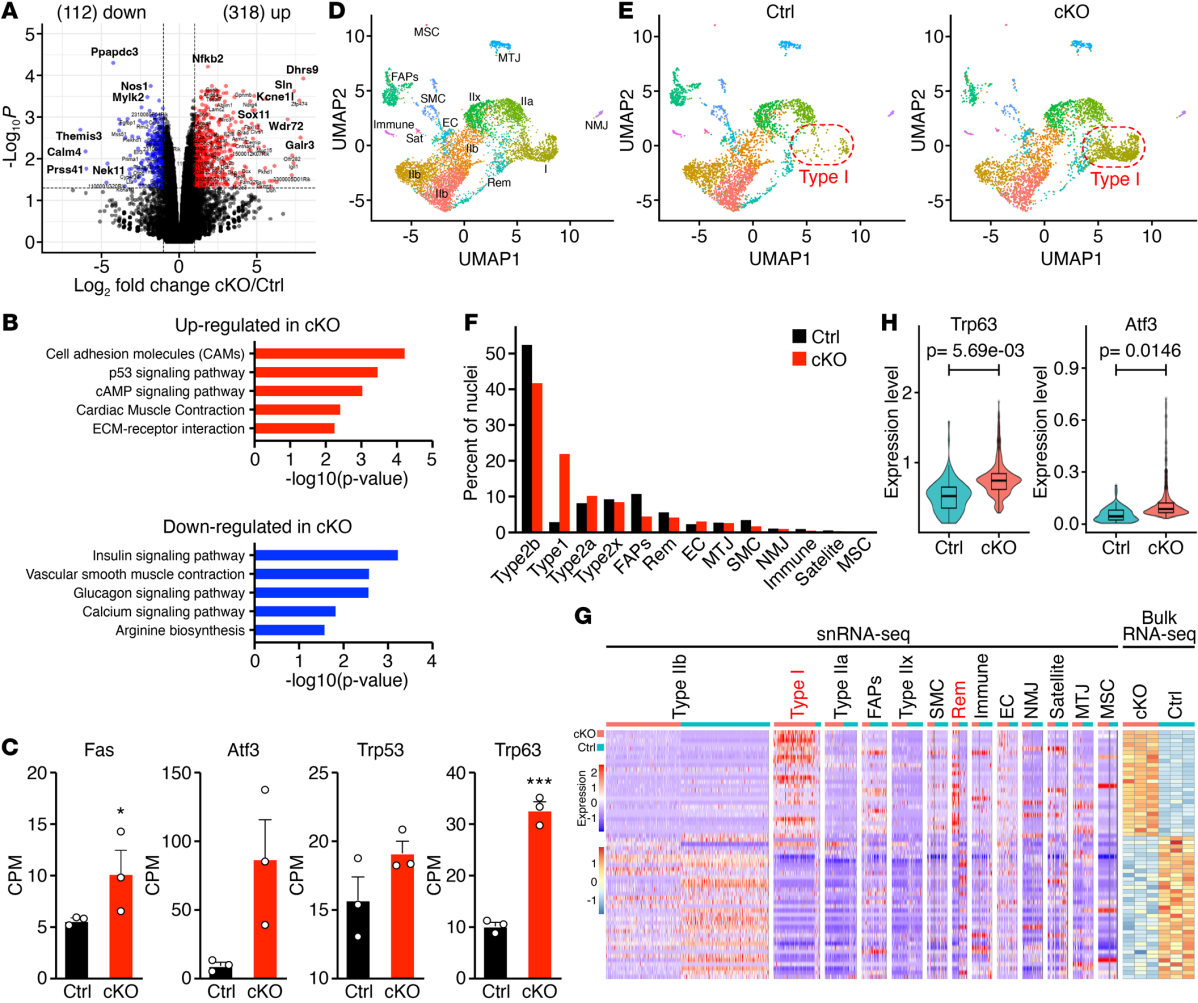
Transcriptomic analysis of cKO muscles reveals a pathologic myonuclear population. (**A**) Volcano plot illustrating the up- and downregulated genes in cKO GP compared with Ctrl GP muscles at 5 months of age by bulk RNA-Seq. A cut-off of fold change greater than 2 and an adjusted *P* value of less than 0.05 was set for the identification of differentially expressed genes. (**B**) Gene Ontology (GO) Pathway analysis of the up- (red) and downregulated (blue) genes in cKO muscle relative to Ctrl at 5 months of age by bulk RNA-Seq. (**C**) mRNA expression of DNA damage–induced genes in Ctrl and cKO GP muscle at 5 months of age detected by RNA-Seq. *P < 0.05; ***P < 0.001. Unpaired, 2-tailed Student’s *t* test. *n* = 3 mice. Data are represented as mean ± SEM. (**D**) UMAP visualization of nuclear transcriptomes from Ctrl and cKO GP muscles at 5 months of age by snRNA-Seq (7,296 nuclei) colored by cluster identity. SMC, smooth muscle cells; rem, remodeling myonuclei; EC, endothelial cells; NMJ, neuromuscular junction; MTJ, myotendinous junction; MSC, mesenchymal stem cells; Sat, satellite cells; IIx, type IIx myonuclei; IIa, type IIa myonuclei; IIb, type IIb myonuclei; I, type I myonuclei; immune, immune cells. (**E**) UMAP visualization of Ctrl (3,566 nuclei) (left) and cKO (3,730 nuclei) (right) nuclear transcriptomes by snRNA-Seq. Type I myonuclei are enclosed in red dashed lines. (**F**) Distribution plot showing the percentage of nuclei corresponding to the indicated populations in Ctrl (black) and cKO (red) samples. (**G**) Heatmaps showing the expression of the top 30 up- and downregulated genes by bulk RNA-Seq (right) and their expression in different nuclear populations by snRNA-Seq (left) in Ctrl and cKO GP muscles at 5 months of age. Color indicates *z* score. (**H**) Violin plots showing the expression of *Trp63* and *Atf3* in Ctrl (cyan) and cKO (pink) type I myonuclei.

**Figure 6:**
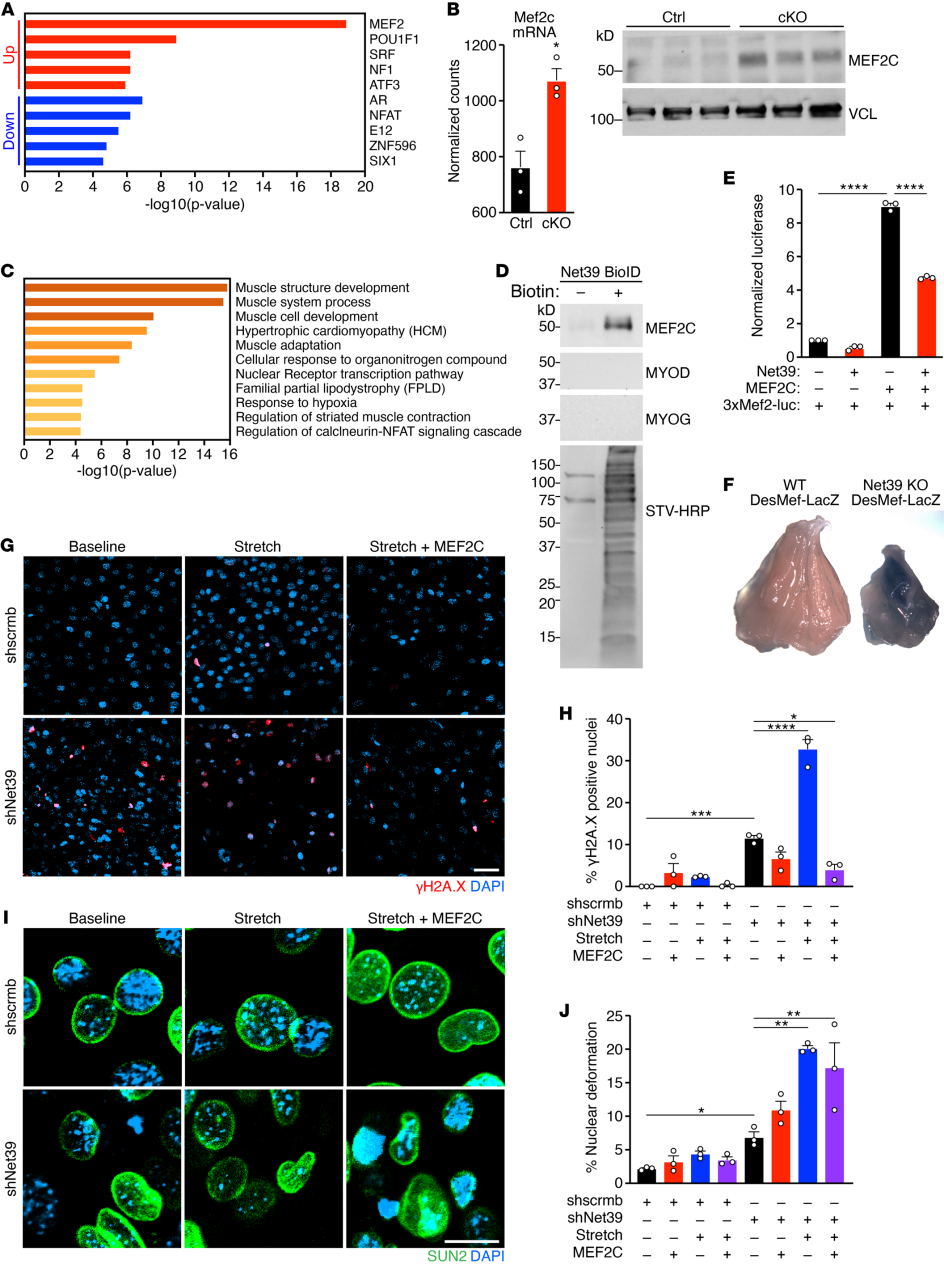
*Net39* regulates *Mef2c* activity to protect against DNA damage induced by mechanical stress. (**A**) Upstream regulator analysis of transcription factors (TFs) for the upregulated (red) and downregulated (blue) genes from cKO myonuclei identified by snRNA-Seq. (**B**) Transcript levels of *Mef2c* mRNA detected by bulk RNA-Seq and protein levels of MEF2C and VCL loading control detected by Western blotting were measured in GP muscles from Ctrl and cKO mice. Unpaired, 2-tailed Student’s *t* test. *n* = 3 mice. (**C**) Top GO pathways enriched in *Mef2c* target genes that are upregulated in cKO myonuclei from snRNA-Seq. (**D**) Net39 BioID in C2C12 myotubes detects enrichment of biotinylated MEF2C, but not the myogenic transcription factors MYOD and MYOGENIN (MYOG). Total biotinylated proteins were detected using streptavidin-HRP (STV-HRP). (**E**) Luciferase activity was measured in the presence (+) or absence (–) of MEF2C and NET39 and was normalized to X-gal. (**F**) Whole-mount X-gal staining of GP muscles at P17 performed in WT and *Net39*-KO mice expressing the DesMef-LacZ transgene. (**G**) Immunostaining of γH2A.X (red) and DAPI (blue) in shscrmb and shNet39 C2C12 myoblasts at baseline, after 1 hour of stretch, and after 1 hour of stretch plus overexpression of MEF2C. Experiment and analysis in Figure 4, E–H, were performed contemporaneously with **G**–**J**. (**H**) Quantification of γH2A.X-positive nuclei in **G**. (**I**) Immunostaining of SUN2 (green) and DAPI (blue) in shscrmb and shNet39 C2C12 myoblasts at baseline, after 1 hour of stretch, and after 1 hour of stretch plus overexpression of MEF2C. (**J**) Quantification of deformed nuclei using SUN2 staining from **G**. Scale bars: 50 μm (**G**); 10 μm (**I**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Data are represented as mean ± SEM. One-way ANOVA followed by Tukey’s multiple-comparisons test and 3 independent experiments were performed for **E**, **H**, and **J**. n = 3 independent experiments were performed for **E**, **H**, and **J**.

**Figure 7:**
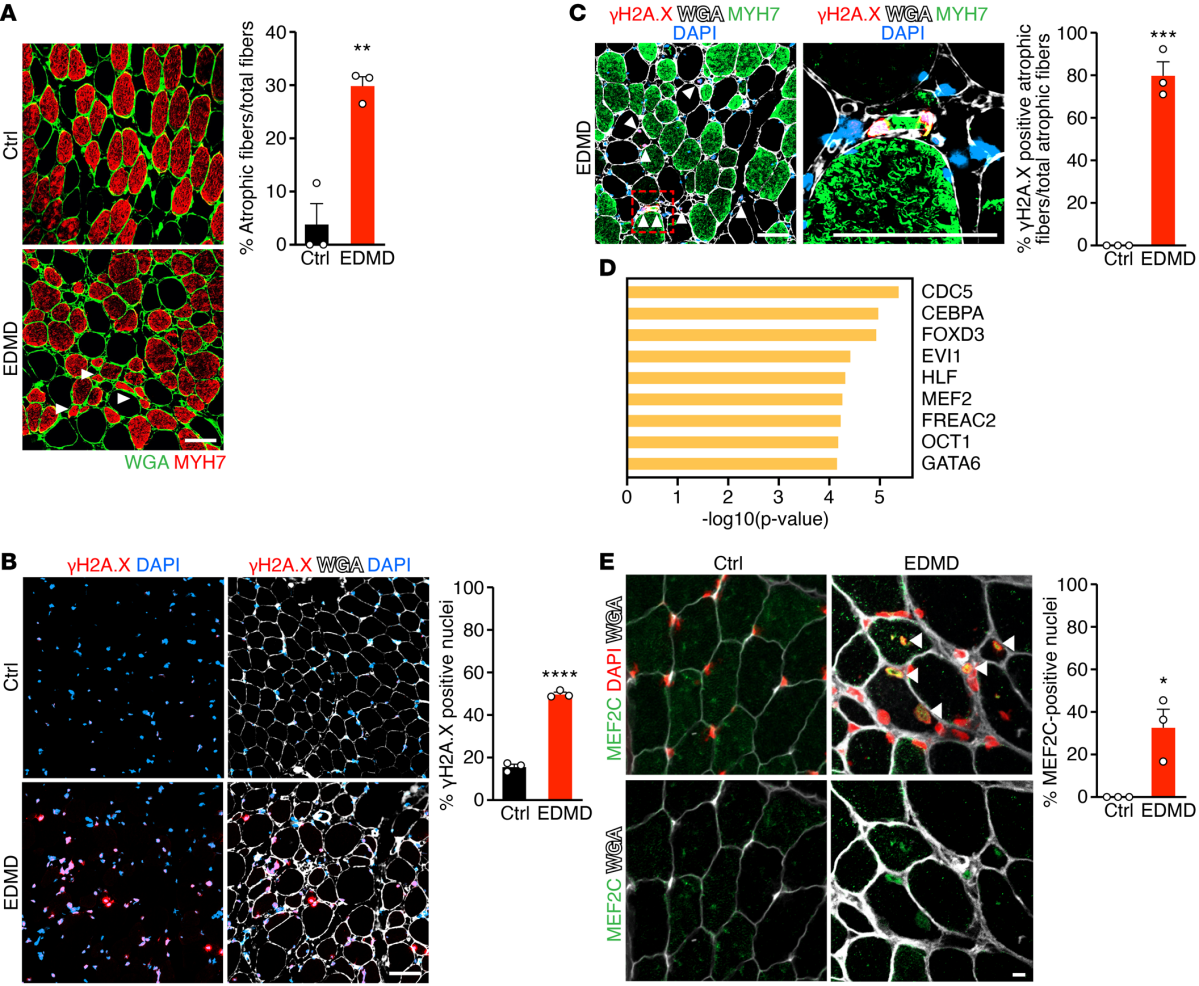
DNA damage and MEF2C induction in human EDMD. (**A**) Immunostaining for MYH7 (red) and WGA (green) in healthy Ctrl and EDMD patient muscle biopsies (left). White arrowheads indicate atrophic myofibers. Scale bar: 50 μm. Quantification of percentage of atrophic myofibers out of the total number of myofibers (right). **P < 0.01. Approximately 60–100 myofibers per sample. (**B**) Immunostaining for γH2A.X (red), WGA (white), and DAPI (blue) in Ctrl and EDMD muscle biopsies. Scale bar: 50 μm (left). Quantification of γH2A.X-positive nuclei (right). ****P < 0.0001. Approximately 50–100 nuclei analyzed per sample. (**C**) Immunostaining for γH2A.X (red), MYH7 (green), WGA (white), and DAPI (blue) in EDMD muscle biopsies (left). γH2A.X is mostly detected in small angular myofibers that are also MYH7 positive. White arrowheads indicate γH2A.X-positive nuclei. An atrophic myofiber with γH2A.X-positive nuclei (red box) is enlarged (middle). Quantification of γH2A.X-positive fibers that are also atrophic among all atrophic myofibers in Ctrl and EDMD muscle (right). ***P < 0.001. Scale bars: 50 μm. Approximately 60–100 myofibers analyzed per sample. (**D**) Upstream regulator analysis of TFs for the most upregulated genes from a published human EDMD patient microarray (34, 35). (**E**) Immunostaining of MEF2C (green), WGA (white), and DAPI (red) in Ctrl and EDMD muscle biopsies. White arrowheads indicate MEF2C-positive nuclei in EDMD. Scale bar: 10 μm. Quantification of MEF2C-positive nuclei (right). *P < 0.05. Approximately 50–100 nuclei analyzed per sample. Unpaired, 2-tailed Student’s *t* test was performed for **A**, **B**, **C**, and **E**. *n* = 3 human samples were analyzed for **A**, **B**, **C**, and **E**. Data are represented as mean ± SEM.

**Figure 8:**
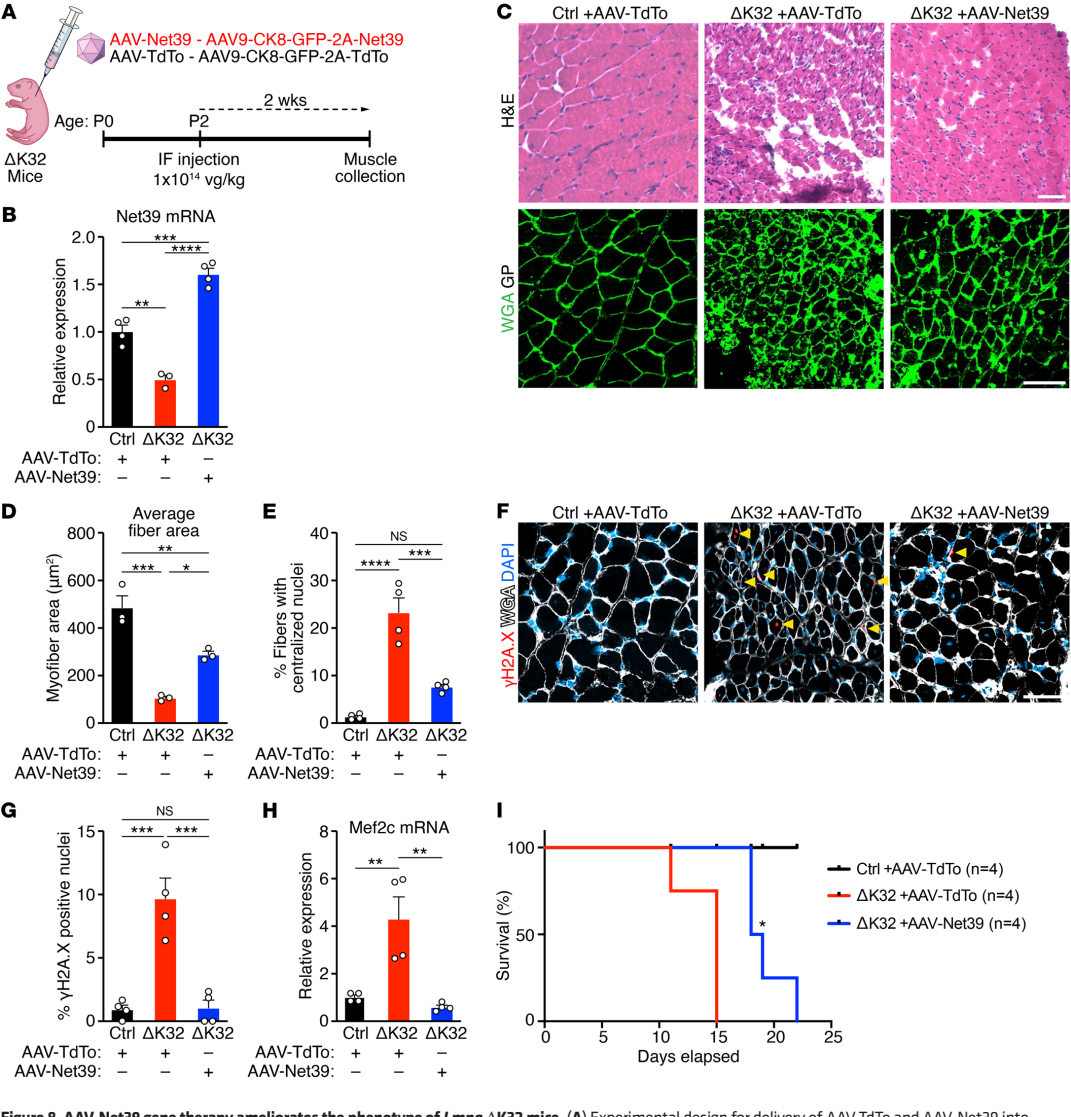
AAV-Net39 gene therapy ameliorates the phenotype of *Lmna* ΔK32 mice. (**A**) Experimental design for delivery of AAV-TdTo and AAV-Net39 into *Lmna* ΔK32 mice (ΔK32). 1 × 10^14^ viral genome (vg)/kg mouse weight of AAV was injected via facial vein (IF) at P2 and muscles were analyzed after 2 weeks. (**B**) *Net39* mRNA expression in GP muscles at P16 from Ctrl mice injected with AAV-TdTo (black) and ΔK32 mice injected with AAV-TdTo (red) or AAV-Net39 (blue). *n* = 3–4 mice per group. (**C**) H&E staining of GP muscles at P16 from Ctrl and ΔK32 mice injected with AAV-TdTo or AAV-Net39 (top). WGA staining of GP muscles from Ctrl and ΔK32 mice injected with AAV-TdTo or AAV-Net39 (bottom). (**D**) Quantification of average myofiber area from WGA-stained sections in **C**. *n* = 3 mice per group and 30–100 myofibers quantified per mouse. (**E**) Quantification of fibers with centralized nuclei from H&E-stained section in **C**. *n* = 4 mice per group and 200–400 nuclei quantified per mouse. (**F**) Immunostaining for γH2A.X (red), WGA (white), and DAPI (blue) in GP sections at P16 from Ctrl mice injected with AAV-TdTo and ΔK32 mice injected with AAV-TdTo or AAV-Net39. (**G**) Quantification of γH2A.X-positive nuclei from **F**. *n* = 4 mice per group and 100–200 nuclei quantified per mouse. (**H**) *Mef2c* mRNA expression in GP muscles at P16 from Ctrl mice injected with AAV-TdTo (black) and ΔK32 mice injected with AAV-TdTo (red) or AAV-Net39 (blue). *n* = 4 mice per group. (**I**) Survival curves of Ctrl mice injected with AAV-TdTo (black) and ΔK32 mice injected with AAV-TdTo (red) or AAV-Net39 (blue). log-rank (Mantel-Cox) test. *n* = 4 mice per group. Scale bars: 50 μm. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Data are represented as mean ± SEM. One-way ANOVA followed by Tukey’s multiple-comparisons test was performed for **B**, **D**, **E**, **G**, and **H**.

# Supplementary material for: Net39 protects muscle nuclei from mechanical stress during the pathogenesis of Emery-Dreifuss muscular dystrophy
**Source:** J Clin Invest. 2023 Jul 3;133(13):e163333. doi: 10.1172/JCI163333
**Supplement:** Supplemental data

## Supplemental Figures

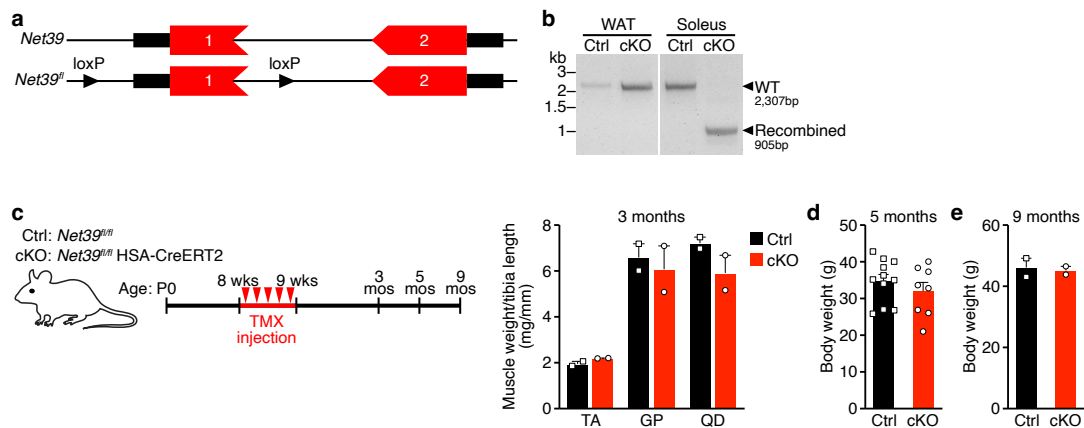

### Supplemental Figure 1 – Inducible deletion of *Net39* in adult skeletal muscle leads to progressive muscle wasting but no loss in body weight.

- Gene structure of the conditional allele for *Net39* (*Net39<sup>fl</sup>*). Black arrowheads indicate the location of the loxP sequences inserted. Boxes represent exons. Black boxes denote untranslated regions and red boxes denote the open reading frame.
- PCR analysis of recombination at the *Net39* locus in Ctrl and cKO soleus and WAT. Wildtype (WT) allele is 2,307 bp and the recombined allele is 905 bp. WAT: White adipose tissue.
- Experimental design for deletion of *Net39* in adult skeletal muscle and analysis of these mice at 3 months, 5 months, or 9 months of age (left). Quantification of muscle weight for Ctrl and cKO mice at 3 months of age (right). TA: tibialis anterior, QD: quadriceps, GP: gastrocnemius-plantaris. Wks: Weeks, Mos: Months.
- Quantification of body mass for Ctrl and cKO mice at 5 months of age.
- Quantification of body mass for Ctrl and cKO mice at 9 months of age.

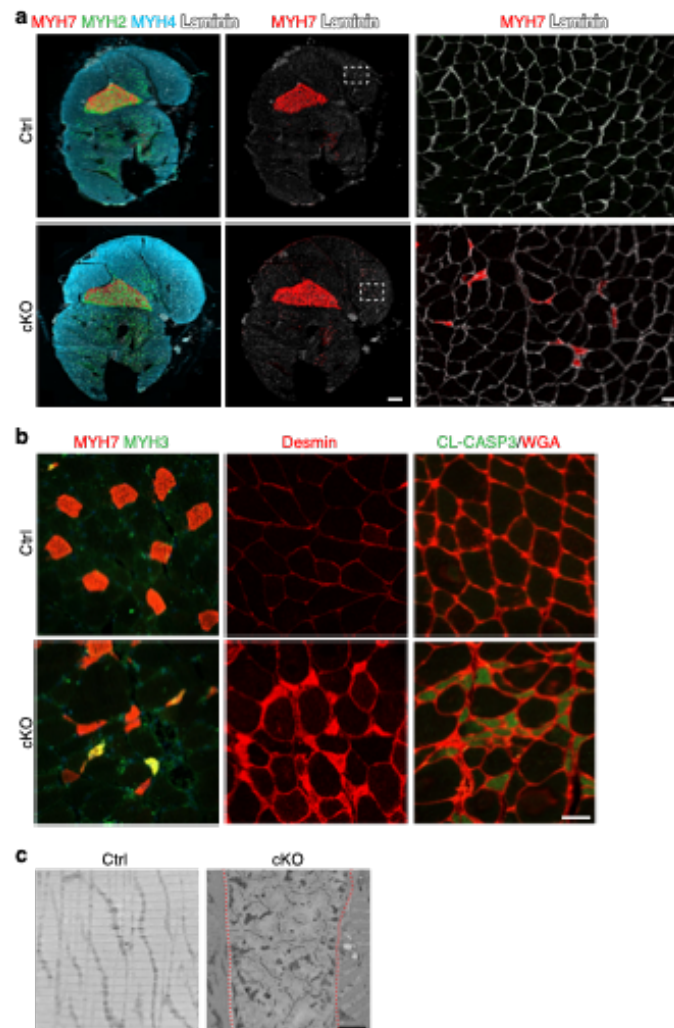

### Supplemental Figure 2 –cKO muscle displays myopathic features.

- a) Whole hindlimb immunostaining for type I (MYH7), type IIa (MYH2) and type IIb (MYH4) myofibers of Ctrl and cKO mice at 4 months of age. The magnified area (right) shows the presence of small angular fibers positive for MYH7 in cKO GP. Scale bar: left 500 $\mu$ m. Scale bar: right 50 $\mu$ m.

- b) Immunostaining for type I (MYH7) and embryonic (MYH3) myosins (left), Desmin (middle), and cleaved caspase-3 (CL-CASP3) with WGA (right) in Ctrl and cKO mice at 5 months of age. Scale bar: 50 $\mu$ m.
- c) Electron micrographs showing disorganized sarcomeres in cKO but not Ctrl GP muscle at 5 months of age. The small angular fiber with disorganized sarcomeres is outlined in the red borders. Scale bar: 4 $\mu$ m

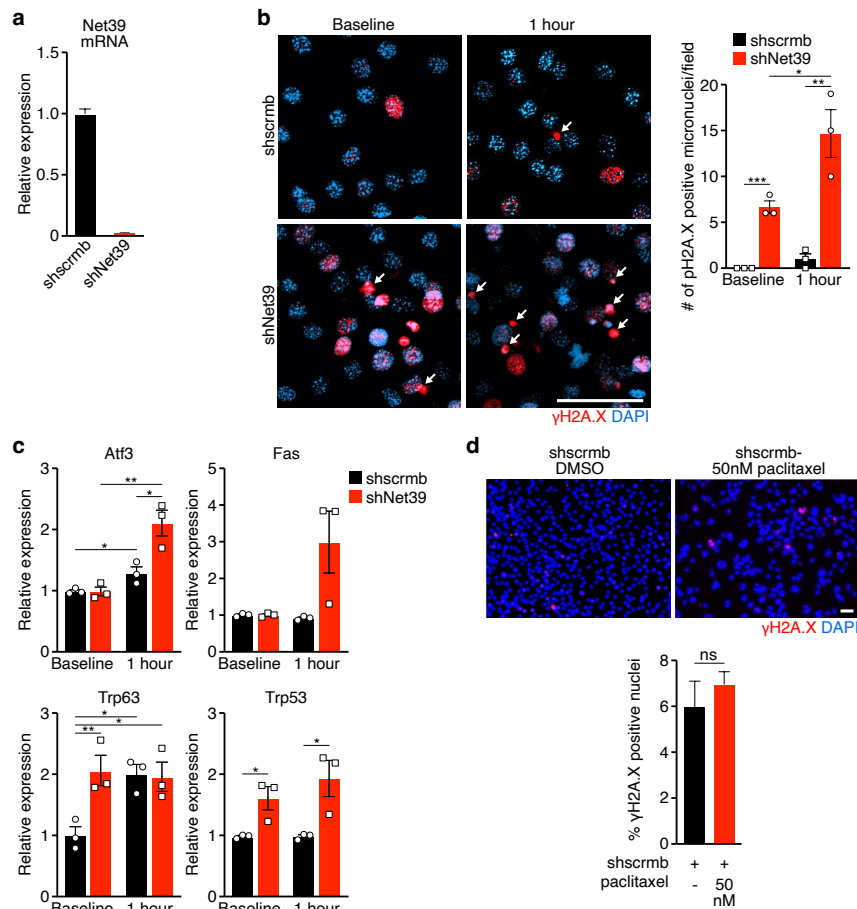

**Supplemental Figure 3 – DNA damage is induced in shNet39 cells following compression.**

- mRNA expression of *Net39* in C2C12 myotubes expressing scrambled shRNA (shscrmB), as well as one shRNA targeting *Net39* (shNet39).
- $\gamma$ H2A.X-positive micronuclei are prevalent in shNet39 C2C12 myoblasts at baseline and after 1 hour of confinement. Quantification of the number of  $\gamma$ H2A.X-positive micronuclei per field (right). White arrows indicate  $\gamma$ H2A.X-positive micronuclei. \*  $p < 0.05$ . \*\*  $p < 0.01$ . \*\*\*  $p < 0.001$ . Scale bar: 50 $\mu$ m.

- c) mRNA expression of DNA damage-induced genes in shscrmB and shNet39 myoblasts at baseline and after 1 hour of confinement. Data were normalized to shscrmB cells at baseline. \*  $p < 0.05$ . \*\*  $p < 0.01$ . Statistical comparisons between groups were evaluated by unpaired Student's t-test.
- d) Immunostaining of  $\gamma$ H2A.X in shscrmB C2C12 myoblasts following treatment with DMSO and 50nM paclitaxel. Quantification of percentage of  $\gamma$ H2A.X-positive nuclei (bottom). Statistical comparisons between groups were evaluated by unpaired Student's t-test. Ns – Not significant. Scale bar: 50 $\mu$ m.

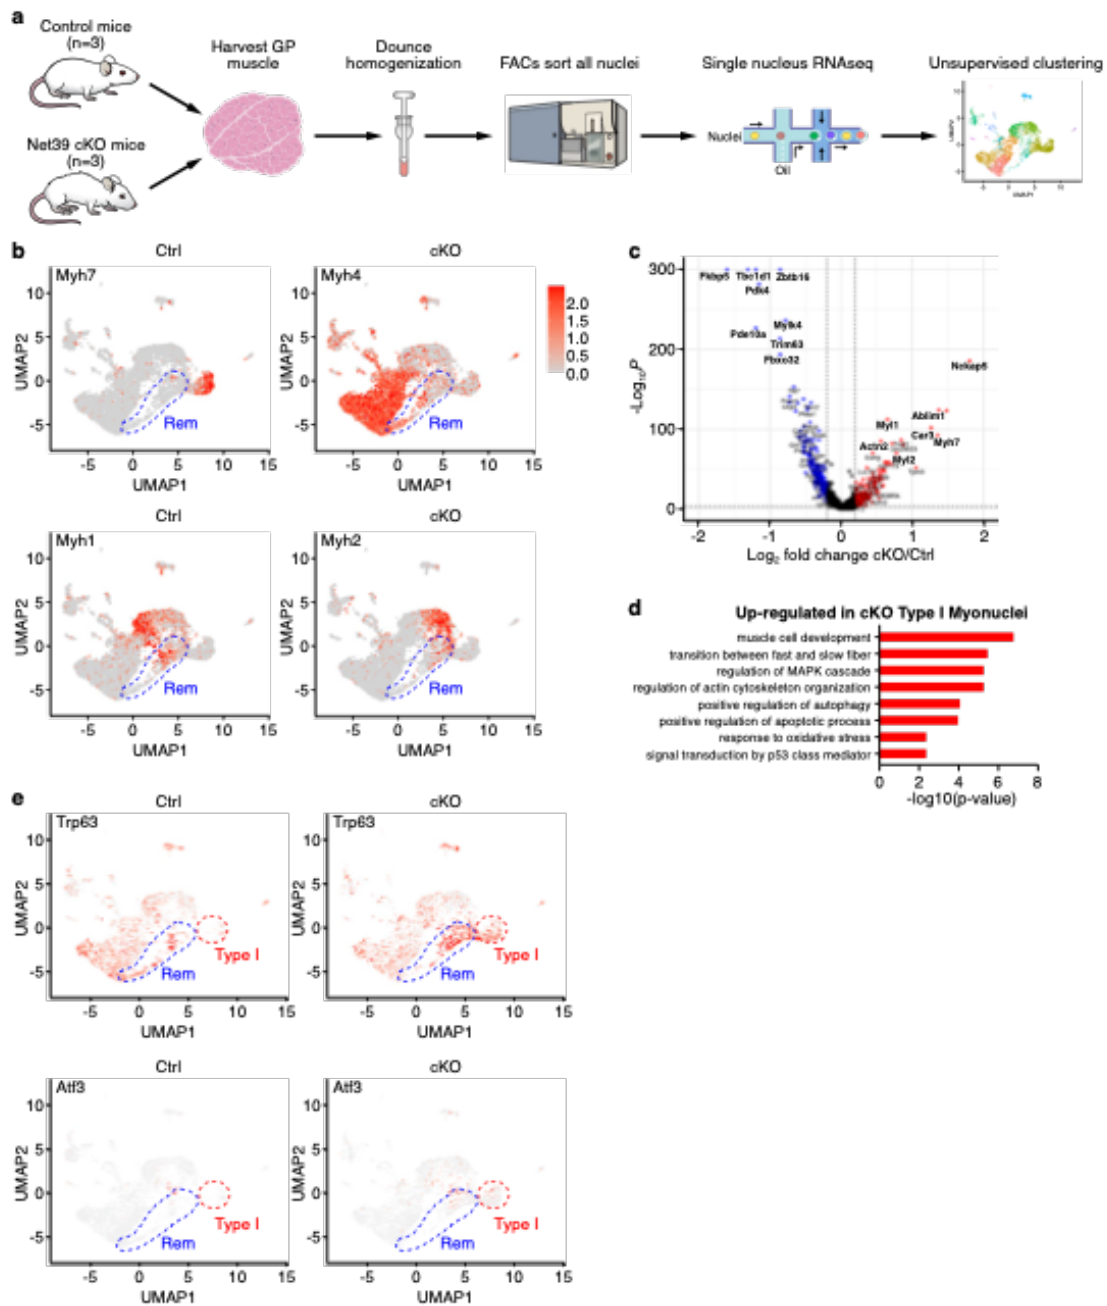

**Supplemental Figure 4 – single nucleus RNA-seq identifies that pathological myonuclei express higher levels of DNA damage-induced genes.**

- a) Schematic of the experimental design for snRNA-seq on skeletal muscle nuclei from Ctrl and cKO mice.

- b) UMAP visualization of Ctrl and cKO expression of different myosin isoforms from snRNA-seq data. Remodeling myonuclei show expression of *Myh7*, *Myh1*, *Myh2*, and *Myh4*. Remodeling myonuclei are enclosed in blue.
- c) Volcano plot illustrating the up- and down-regulated genes in Ctrl and cKO GP myonuclei at 5 months of age by snRNA-seq.
- d) Pathway analysis of the upregulated genes in cKO Type I myonuclei at 5 months of age by snRNA-seq.
- e) UMAP visualization of Ctrl and cKO expression of the DNA damage-related genes *Atf3* and *Trp63*, which showed an enrichment in cKO remodeling and type I myonuclei. Remodeling myonuclei are enclosed in blue. Type I myonuclei are enclosed in red.

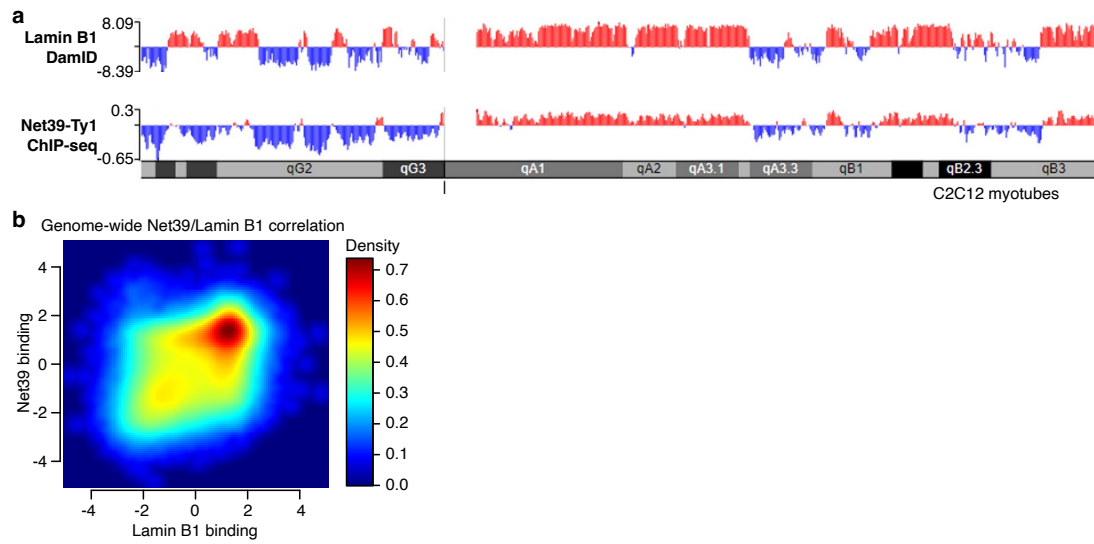

### Supplemental Figure 5 – Net39 binds DNA regions that resemble Lamin-associated domains

- a) LaminB1 DamID and Net39-Ty1 ChIPseq tracks shown for chromosome 6. Red indicates called Lamin B1 and Net39-Ty1 peaks. Chromosome arms are shown at the bottom.
- b) Correlation of Lamin B1 and Net39-Ty1 peaks for all chromosomes. X- and Y-axis values represent log ratios of ChIP signal to control for Net39-Ty1 and Lamin B1, respectively.

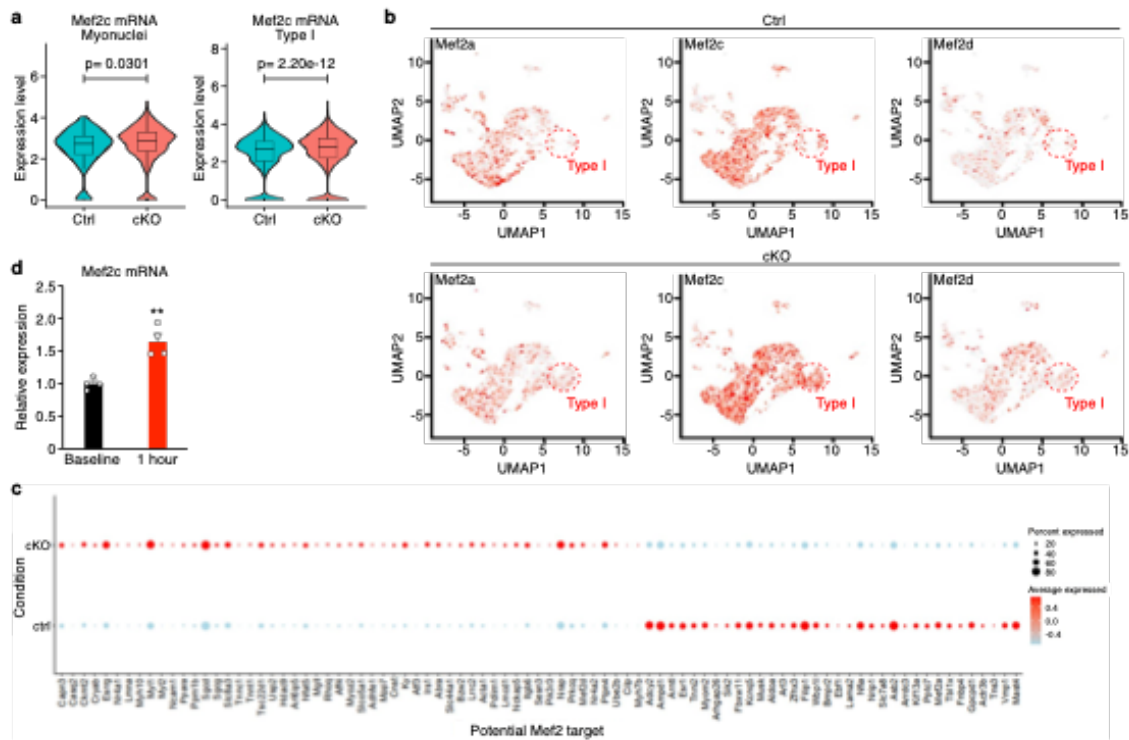

**Supplemental Figure 6 – *Mef2c* is induced in cKO myonuclei along with its target genes.**

- Violin plot showing the expression of *Mef2c* in myonuclei (left) and Type I myonuclei (right). P-values for expression comparison between Ctrl and cKO are shown.
- UMAP visualization of Ctrl and cKO expression of *Mef2* family members *Mef2a*, *Mef2c*, and *Mef2d* expression. Type I myonuclei are enclosed in red.
- Dot-plots from snRNA-seq showing the expression of *Mef2c* target genes differentially expressed in Ctrl vs. cKO myonuclei. Red dots indicate upregulated genes and blue dots indicate downregulated genes in cKO.

- d) *Mef2c* mRNA expression in shscrm b C2C12 myoblasts at baseline and after 1 hour of confinement. \*\* $p < 0.01$ . Statistical comparisons between groups were evaluated by unpaired Student's t-test.

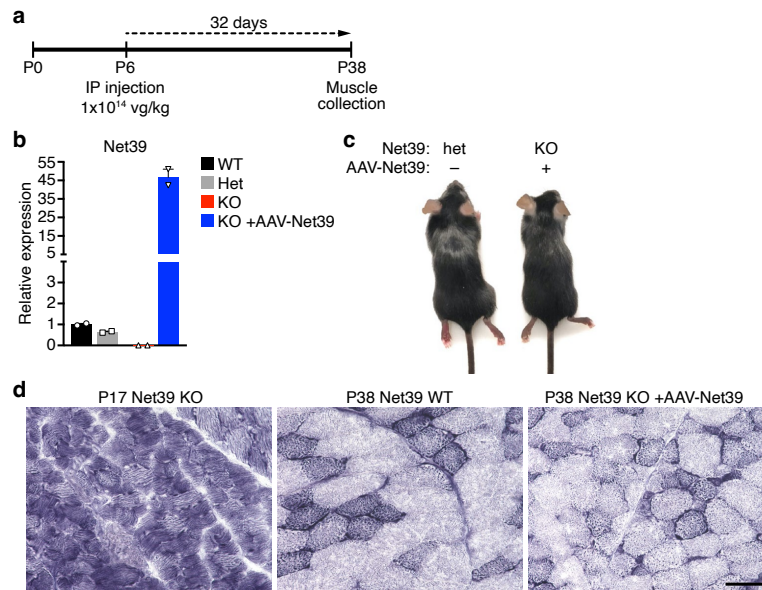

**Supplemental Figure 7 – AAV-Net39 injection rescues lethality and failure to thrive in Net39 KO mice.**

- Experimental plan for delivery of AAV-Net39 into Net39 global knockout (KO) mice.  $1 \times 10^{14}$  viral genome (vg)/kilogram mouse weight (kg) of AAV was injected intraperitoneally (IP) at P6 and muscles were collected at P38.
- Net39* mRNA expression in GP muscles from Net39 KO mice at P38 injected with AAV-Net39 compared with wildtype (WT), heterozygote (Het), and KO mice.
- Images of Net39 Het and KO mice uninjected (-) and injected (+) with AAV-Net39.
- NADH staining of GP muscles of P17 Net39 KO mice, P38 Net39 WT mice, and P38 Net39 KO mice injected with AAV-Net39. Scale bar: 50  $\mu$ m.

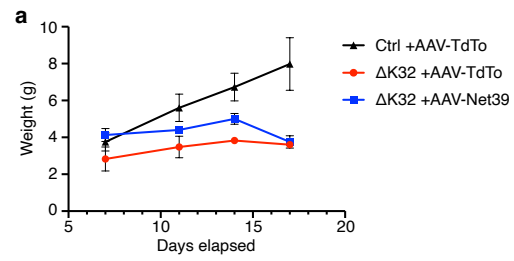

**Supplemental Figure 8 – AAV-Net39 injection improves  $\Delta$ K32 body weight.**

- a) Growth curves showing the body weight of Ctrl (black) and  $\Delta$ K32 mice injected with AAV-TdTo (red) or AAV-Net39 (blue).

How the deposited data were processed for this re-analysis (not part of the article)

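Bulk RNA-Seq of GP muscle was analysed from 3 libraries labelled Ctrl and 3 labelled cKO, from mice of 5 months of age. The authors deposited 1 table of counts per library, made by trimming with Trimmomatic, alignment to mm10 with HiSAT2 and counting per gene with featureCounts. The deposited counts are whole numbers without normalization for 24421 genes, of which 18918 had at least 1 count in any library and 95.7% were found by symbol in GENCODE M21. No summary lines were present. Total counts per library were 33860001 to 38201728 (median 35187333) in the libraries labelled Ctrl and 39191239 to 48839910 (median 40973347) in those labelled cKO. The spread between mice exceeded counting error: the chi-square per degree of freedom between replicates was 29.5 to 101, so no library repeats another.

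Conditions were taken from the sample labels. Net39, the targeted gene, has low counts in the libraries labelled Ctrl and high counts in those labelled cKO. The mapping was kept as the labels give it, and every direction is stated for the labelled groups.

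Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, estimateDisp, glmQLFit and glmQLFTest with default settings, Benjamini-Hochberg adjustment). A gene was called at an adjusted p under 0.05 and a fold change over 2, the thresholds of the paper. The paper used DESeq, and DESeq2 1.42.0 was an alternative here. Standard errors of log2 fold changes were derived from the F statistic of the test. CPM was computed with TMM factors, and Mef2c was also given as counts divided by DESeq2's size factors. Values of single genes were compared by exact two-sided permutation tests, whose smallest p is 0.1 for 3 against 3. Where each library of one group had 3 or fewer counts, the fold is given as a lower bound against 3 counts. Lists of genes were tested with limma 3.58.1 (camera with an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2), adjusted over the 10 lists. The lists, written by hand before the data were examined, were p53 pathway, direct p53 targets, stress response, denervation, slow fibre, fast fibre (type IIb), fibro-adipogenic progenitors, immune, glucocorticoid response and circadian clock. Each gene tested had passed the expression filter in whole muscle. Of the genes tested, 14 of the 57 p53 pathway genes, 14 of the 26 direct p53 targets, 2 of the 24 denervation genes and 2 of the 22 stress response genes were on another list too, while 0 slow-fibre, fast-fibre, progenitor and immune genes were. Figures 5A and 5C show 2 genes of the p53 pathway list, 1 each of the direct p53 targets, stress response, denervation and fast-fibre lists and 0 of the others. Progenitor genes were compared with the median of the immune genes by their standard errors and the degrees of freedom of edgeR's test. Slow-fibre genes were also fitted in edgeR with log2 CPM of Myh7 as a covariate, and the outcome was set against 1000 simulated lists in which each gene is a constant plus a part in proportion to Myh7. The p53 pathway list was also tested among changed genes by a one-sided Fisher's exact test with the genes tested as background.

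The genes named are those the paper's text names for cKO muscle, the genes in large type in Figure 5A and the Mef2 paralogs. Named too are, among called genes whose groups do not overlap and whose mean CPM is at least 1, the 5 in each direction with the smallest p and the 5 with the largest fold change. Members of a list are named where called or where the text discusses them. Some genes that this rule selects are not reported here. Genes of the sex chromosomes were used to check the labels.

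The edgeR and DESeq2 steps were tested on simulated data with 200 changed genes, drawn from the real libraries' means, sizes and dispersions. At an adjusted p under 0.05, edgeR recovered 178 of the 200 (89%, 14021 genes tested) with 15 other genes called. DESeq2 recovered 183 (91.5%, 14180 genes tested) with 50 other genes called. Each simulated change was a fold change over 2, with its direction drawn at random. The recovery therefore does not cover smaller changes or a shift of many genes in the same direction.

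Alternatives set before the data were examined were DESeq2's size factors, total counts, no filter, at least 10 counts in every library, DESeq2's Wald test, the mouse number as a block, each library left out in turn, a robust fit, no fold change limit, a test against a fold change of 1.2 with glmTreat, an unpaired test of CPM at an unadjusted p under 0.05, fry and camera with an estimated correlation. Positions come from GENCODE M21 on GRCm38, the assembly also called mm10. The pathway tool's gene sets and the single-nucleus data were not used here.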

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

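The tests on gene lists without the Figure 5C genes, on progenitor against immune genes and on slow muscle were chosen after the results were seen, while the lists were not. All directions follow the labels, and the Net39 counts go against them. Groups of 3 are too small to test for a library far from the others.

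The following hand-written lists are not gene sets of the paper, which attributes the most significant bulk changes to type I myonuclei (Figure 5G). Slow-fibre genes had a median log2 fold change of -1.94 and were higher in the libraries labelled Ctrl for 17 of 17 genes (camera adjusted p = 7.86e-07), and fast-fibre genes of type IIb had a median of 1.00 with 15 of 15 higher in the libraries labelled cKO (adjusted p = 5.58e-09). The other adult fast myosin genes, which are not on that list, went the other way: Myh1 (-0.93, standard error 0.25, adjusted p = 0.0341 from edgeR) and Myh2 (-1.23, standard error 0.34, adjusted p = 0.0392) were higher in the libraries labelled Ctrl. Each of the 2 lost significance in 4 of the 6 fits that left out one library, with an adjusted p of 0.11 (Myh1) and 0.124 (Myh2) without the library labelled cKO 1. The directions of both lists and both genes held under each scaling tried. With an estimated correlation between genes, the adjusted p was 0.254 for both lists. A technical explanation is a larger share of slow muscle in the dissected samples labelled Ctrl. Myh7 differed 12.9-fold between the highest and the lowest of the 3 libraries labelled cKO. Tnni1 (13.08-fold), Tnnt1 (12.98-fold), Tnnc1 (12.75-fold), Myl2 (8.80-fold), Tpm3 (7.50-fold) and Atp2a2 (7.42-fold) also differed widely there, as a varying share of slow muscle would give. By contrast, Csrp3 (log2 fold change -2.62) differed 1.57-fold there and Myoz2 (-2.16) and Casq2 (-1.55) 2.44-fold. With log2 CPM of Myh7 as a covariate in edgeR, 4 of the other 16 genes still differed between the groups, adjusted over the list alone: Csrp3 (-2.34), Hspb7 (-1.47), Myoz2 (-1.27) and Atp2a2 (-1.02). Of 1000 lists simulated with each gene as a constant plus a part in proportion to Myh7, 2 had as many such genes. This argues against a larger share of slow muscle as the whole cause of the change in these 4 genes, most clearly in Csrp3. Atp2a2, whose 7.42-fold spread went with that of Myh7, kept the smallest change of the 4. A change as low came in 0 of the 1000 simulated lists for Atp2a2 and for Csrp3, 5 for Hspb7 and 13 for Myoz2. Adjusted over all genes tested, Csrp3 alone passed (adjusted p = 0.0444), and the 4 genes became 1, Csrp3, without the library labelled Ctrl 2, cKO 2 or cKO 3 and 9 without Ctrl 3. The remaining change of Casq2 (-0.59) was as low or lower in 419 of the 1000 simulated lists. A larger share of slow muscle in the dissection and a change of fibre type with the genotype raise the same genes. For the slow-fibre genes other than these 4, whole-muscle RNA cannot tell these explanations apart. The paper has other evidence for a change of fibre type. It reports small MYH7-positive fibres in a part of cKO GP that mostly lacks them in Ctrl, and more type I myonuclei. That evidence does not measure the share of slow muscle in the samples sequenced here.

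Immune genes had a median log2 fold change of -0.87, with 15 of 15 genes higher in the libraries labelled Ctrl (camera adjusted p = 4.43e-07). Genes of fibro-adipogenic progenitors had a median of -0.65, with 12 of 16 higher there (adjusted p = 0.00182). A lower share of muscle fibre RNA in the libraries labelled Ctrl would raise both alike. Of the 16 progenitor genes, 7 lay apart from the immune median by more than their spread, adjusted over the list alone. Of these, 5 lay above it, among them Dcn (0.20, standard error 0.14), Smoc2 (0.29, standard error 0.15) and Pdgfra (-0.18, standard error 0.13), and 2 lay below it, Mfap5 (-1.49, standard error 0.14) and Postn (-2.39, standard error 0.33). This argues against such a common share as the whole cause. The other 9 did not lie apart, among them the abundant genes Col3a1 (-1.06, standard error 0.27), Col1a1 (0.08, standard error 0.52) and Col1a2 (0.14, standard error 0.40). With total counts, which shift the median of all genes to -0.27, 1 of the 16 progenitor genes was higher in the libraries labelled cKO and the immune median was -1.12. More immune cells stay open as an explanation that was not tested here. The paper reports that small angular fibres of cKO muscle stained for CD11b, a marker of immune infiltration. It also reports more fibrosis in cKO muscle, but a smaller share of fibro-adipogenic progenitor nuclei.

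Denervation-related genes had a median log2 fold change of -0.65, with 17 of 24 genes higher in the libraries labelled Ctrl (camera adjusted p = 0.0181). Without the library labelled Ctrl 3 the median was -0.57 and the adjusted p 0.0646. Stress response genes had a median of -0.29, with 17 of 22 higher there (adjusted p = 0.0419), and this call was lost in 4 of the 6 fits that left out one library, with an adjusted p of 0.113 without the library labelled cKO 3; the median was -0.45 without cKO 2. With total counts the adjusted p was 0.244 for denervation and 0.213 for stress response. Of the denervation genes, 9 had an adjusted p under 0.05 in that direction and 4 in the other, so the list does not move as one. The observations on DNA damage-induced genes take up both lists.

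Several genes named by the rule set before the data were examined are not in the paper's text or in large type in its volcano plot. Higher in the libraries labelled cKO were Syt3 (log2 fold change 2.38), Mss51 (3.83), 1700001O22Rik (3.81) and Gm19299 (3.28). Higher in the libraries labelled Ctrl were Arid5a (-2.09), Dupd1 (-1.42), Cemip (-5.03), Hsf2bp (-4.89) and Clvs1 (-4.75). Myog (-1.89), which the paper names only as a protein in myotubes, was also higher there. The fitted value of Cemip depends on the prior count, and against 3 counts Cemip was at least 27.6-fold higher. Thinning all libraries to the smallest total left 838 changed genes, 798 of them among the 858, so unequal library sizes do not account for the number. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many changed genes, the split by label, and the other 9 gave 0 at the same limits, with 23 to 148 genes at an unadjusted p under 0.05 and a fold change over 2. With 10 splits the share cannot go under 0.1. Each of the other 9 splits also mixes the labelled groups, so a real difference between them widens the spread within each side. The splits therefore cannot decide on chance. No biological explanation was tested for single genes.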

How the results depend on the processing

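The setting with group labels exchanged, its combination with total counts, total counts without the 20 most abundant genes, and glmTreat and the unpaired test of CPM on the p53 pathway list were chosen after seeing the data. Unless stated, the cause of a change was not tested.

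The log2 fold changes of Net39, Atf3 and Trp63 kept their direction and their side of the threshold under the 12 alternatives set beforehand, from 3.95 to 4.31, from -3.29 to -2.42 and from -1.68 to -1.38. The number of changed genes stayed within 1.5 times of 858 except with no fold change limit (3454 genes) and with glmTreat (1420). No fold change limit gave 1786 genes higher in the libraries labelled cKO and 1668 lower, and glmTreat gave 677 higher. These limits admit smaller changes by construction. Total counts gave 157 higher and 1023 lower, so 86.7% of calls were lower against 64.8% with TMM factors, and the unpaired test of CPM gave 135 and 947. Across the 6 fits that each left out one library, 172 to 387 genes were higher and 398 to 685 lower, with fewer samples in each fit; the lowest number, 172, came without the library labelled Ctrl 1.

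With group labels exchanged, which reverses each sign by construction, the log2 fold changes became -4.22 (Net39), 0.61 (Fas), 2.94 (Atf3), 0.019 (Trp53), 1.42 (Trp63) and 0.23 (Mef2c). Upregulated genes numbered 556 and downregulated genes 302, and 10 p53 pathway genes were among the upregulated genes and 0 among the others. With total counts as well, the values were -3.95, 0.87, 3.18, 0.27, 1.68 and 0.48, with 1023 upregulated and 157 downregulated genes.

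Fas (-0.87) and Mef2c (-0.48) passed the threshold with total counts. That scaling moves the median of all genes by a similar step, from -0.015 to -0.27. Leaving out one library, Fas ranged from -0.83 to -0.31 and Trp53 from -0.12 to 0.063. Of direct p53 targets, 3 were among the genes higher in the libraries labelled Ctrl (one-sided Fisher's exact test, p = 0.08). That number fell to 1 without the library labelled Ctrl 1 or cKO 2. Of the p53 pathway list, 6 to 9 were in the fits that left out one library, and 6 with glmTreat (Fisher's exact test, p = 0.0767), against 10, and with glmTreat 2 were higher in the libraries labelled cKO.

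Among the lists, total counts raised the adjusted p of the p53 pathway (-0.46), stress response (-0.54) and denervation (-0.93) over 0.05 and reversed the median of circadian clock genes to -0.083, which still lies above the median of all genes: relative to the other genes the list was higher in the libraries labelled cKO and passed (adjusted p = 0.0201). Total counts without the 20 most abundant genes did so for stress response (-0.38) and denervation (-0.75). Camera with an estimated correlation, which leaves the medians unchanged at -0.23 (p53 pathway), -0.29 (stress response), -0.65 (denervation), -1.94 (slow fibre), 1.00 (fast fibre), -0.65 (fibro-adipogenic progenitors) and -0.87 (immune), gave an adjusted p of 0.254 for each of them. Under fry these 7 lists passed, and circadian genes (0.16) passed too (adjusted p = 0.0408). Leaving out one library, stress response ranged from -0.45 to -0.24, denervation from -0.78 to -0.53, glucocorticoid response from -0.49 to 0.15, circadian genes from 0.088 to 0.37 and direct p53 targets from -0.34 to -0.13.

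Mouse numbers did not pair the libraries: deviations of same-numbered libraries correlated at 0.0835, -0.215 and -0.002. With the replicate block, 684 genes were changed, the stress response list (-0.30) had an adjusted p of 0.071, and 9 of 85 other named genes lost their call.

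Of the 85 other named genes in 1094 fits, 977 fits gave the same call, 100 lost it, 11 gained it and 6 reversed. Of the reversed values, only that of Mef2d with total counts (-0.23, adjusted p = 0.0462) passed the threshold. Mef2d was -0.064 with total counts without the 20 most abundant genes. Leaving out one library, Mef2d ranged from -0.034 to 0.062, Des from -0.22 to 0.087 and Fkbp5 from -0.53 (standard error 0.64, without the library labelled cKO 1) to 0.92. The depth limits genes with few counts: Calm4, Prss41 and Nek11 of Figure 5A had too few counts to be tested.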

Differences from the paper's values

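The paper reports 112 downregulated genes in cKO muscle, and 556 were lower in the libraries labelled cKO. None of the alternatives set before the data were examined closed the gap. The count of 157 with group labels exchanged and total counts, chosen after seeing the values, lies within 1.5 times of it. The same setting, however, gives 1023 upregulated genes against the paper's 318. With the labels as given, 302 upregulated genes lay within 1.5 times of that 318, whereas 556 with group labels exchanged did not. These counts move with the scaling and the test, so their closeness cannot decide on an exchange of labels. The paper has more upregulated than downregulated genes. Exchanged labels give that balance (556 and 302), and the labels as given do not (302 and 556). The values of single mice, compared below, bear on the labels more directly.

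Supporting data values give the CPM of each mouse. For Net39, the paper's means are 121 CPM in Ctrl and 7.84 in cKO, a log2 fold change of -3.95, against 7.20 in the libraries labelled Ctrl and 134 in those labelled cKO, a log2 fold change of 4.22. For Atf3, the paper's are 9.58 and 87.3 CPM, log2 fold change 3.19, against 82.6 and 10.7 CPM and -2.94. For Trp63, the paper's are 10.2 and 32.8 CPM, log2 fold change 1.68, against 30.8 and 11.5 CPM and -1.42. For Fas, the paper's are 15.7 and 19.2 CPM, log2 fold change 0.28, against 9.48 and 6.22 CPM and -0.61. For Trp53, the paper's are 5.66 and 10.2 CPM, log2 fold change 0.85, against 17.4 and 17.1 CPM and -0.019. For Mef2c, the paper's values, which it calls normalized counts and which are on the scale of CPM, give a log2 fold change of 0.49, against -0.23; the paper's means are 763 in Ctrl and 1073 in cKO, and CPM by total counts with group labels exchanged, chosen after seeing the values, was 786 and 1094.

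None of the alternatives set before the data were examined closed any of these gaps. Settings chosen after seeing the values did. With group labels exchanged, CPM came within the limits set for the paper's values for Net39 (134 and 7.20), Atf3 (10.7 and 82.6) and Trp63 (11.5 and 30.8), as did the log2 fold change of Atf3 (2.94). With total counts as well, the log2 fold changes of Net39 (-3.95), Atf3 (3.18), Trp63 (1.68) and Mef2c (0.48) did. Fas and Trp53 stayed apart from the paper's values under both.

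The paper describes Mef2c as raised in cKO muscle, in bulk RNA, by Western blot and in single nuclei. In bulk RNA, the paper tested Mef2c and the genes of Figure 5C with unpaired t tests of single genes. The p values here are adjusted over all genes tested, a stricter limit. Unadjusted, p with TMM factors was 0.0741 for Mef2c and 0.0422 for Fas (edgeR's quasi-likelihood test). The adjusted p of Mef2c was 0.169, and Mef2c passed the threshold with total counts (0.0265), with higher values in the libraries labelled Ctrl. Fas is among the induced genes in the paper; it passed with total counts (adjusted p = 0.0406) and without the library labelled Ctrl 3 (0.0183). No alternative called Trp53. The paper places p53 signaling among raised pathways, whereas as labelled 0 genes of the p53 list were called higher in the libraries labelled cKO. That number was 1 with DESeq2's Wald test, 1 without the library labelled cKO 2 and 4 with no fold change limit. It was 2 with glmTreat, applied to the list after seeing the values. With group labels exchanged, chosen after seeing the values, 10 were called higher. At an unadjusted p under 0.05, 6 genes of the list were higher in the libraries labelled cKO and 23 in those labelled Ctrl. Of the genes in large type in Figure 5A, 7 shown as upregulated and 4 of 7 shown as downregulated were tested, and as labelled 0 had the direction of the figure; each was called in the other direction.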

Other observations

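The tests below on labels, names, scaling and the lists without the Figure 5C genes were chosen after the results were seen.

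Net39 was higher in the libraries labelled cKO, the reverse of what deletion of the gene predicts. A candidate explanation is exchanged group labels. On Atf3, Trp63 and Mef2c, without Net39, each of the 6 mice in the supporting data values was compared with each library's CPM by total counts. For 6 of 6 mice the nearest library had the other group's label, and for 6 of 6 it had the same mouse number. The largest mean distance to that library was 0.057 on the log2 scale, and the smallest to a library with the same label was 1.02. Per mouse, Net39 CPM lay within 3.36% of the paper's value after this exchange, Mef2c within 3.74%, Atf3 within 5.00% and Trp63 within 5.07%. Sex-linked genes cannot tell the groups apart, since Ddx3y had 2916 to 4012 counts and Xist at most 3 in the libraries, as male mice would give. These values do not show whether the labels or the files attached to them were exchanged, and no biological explanation was tested.

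The supporting values of Fas and Trp53 lay apart from the counts under either assignment of the labels. A candidate explanation is that the names of Fas and Trp53 are exchanged in the supporting data values. With group labels exchanged, the values named Fas lay a mean of 0.034 (log2) from the CPM of Trp53, and the values named Trp53 lay 0.041 from the CPM of Fas and 1.21 from that of Trp53.

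Mef2c was higher in the libraries labelled Ctrl by more with total counts (-0.48) than with TMM factors (-0.23). The 20 most abundant genes took 19.8% to 23.6% of counts in the libraries labelled Ctrl and 28.4% to 32.0% in those labelled cKO. Leaving those genes out of the totals gave -0.31 (adjusted p = 0.102), which is consistent with a few abundant genes taking a larger share of the counts and adding to the total-count change of Mef2c. The rest stays open, since Mef2c was -0.21 from the median gene under each of the 4 scalings and 30.4% of genes lay below it with TMM factors.

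Atf3 and Trp63 were higher in the libraries labelled Ctrl, and 3 gene lists were tested there without the genes of Figure 5C. An integrated stress response had an adjusted p of 0.0818 over 21 genes. For higher activity of p53 on its direct targets the adjusted p was 0.318 over 25 genes, and the members went both ways: 5 had an adjusted p under 0.05 higher in the libraries labelled cKO, among them Ccng1 (0.46), and 6 in those labelled Ctrl, while Mdm2 was -0.05 (standard error 0.11). Neither of these lists decides its explanation. The denervation list holds 0 tested genes of Figure 5C, so its test (camera adjusted p = 0.0327 over 3 lists, 24 genes) is that of the full list again and adds nothing to it. A denervation-like response of muscle fibres stays open: Myog (-1.89), Ncam1 (-1.97) and Myh3 (-3.83) were called, but members of the list went both ways. With an estimated correlation between genes, the full denervation list had an adjusted p of 0.254, and with total counts one of 0.244.

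For the remaining lists, glucocorticoid-responsive genes had a median log2 fold change of -0.13 (camera adjusted p = 0.609), which was 0.15 without the library labelled Ctrl 1, 0.10 without cKO 2 and -0.49 without cKO 1, and circadian clock genes one of 0.16 (adjusted p = 0.209), which was 0.088 without Ctrl 2, 0.37 without Ctrl 3 and 0.25 without cKO 2 or cKO 3. The circadian list passed as higher in the libraries labelled cKO under fry (0.0408) and, relative to the other genes, with total counts (0.0201), where its median was -0.083; its adjusted p reached 0.339 with an estimated correlation. Direct p53 targets as a full list had a median of -0.28 (adjusted p = 0.289), and -0.13 without the library labelled Ctrl 1. With gene p values adjusted over the list alone, 15 of 24 denervation, 15 of 17 slow-fibre and 15 of 15 immune genes passed an adjusted p of 0.05, against 13, 10 and 11 adjusted over all genes tested. The count was the same either way for direct p53 targets (11), stress response (3), fast-fibre (14), progenitor (8), glucocorticoid (4) and circadian (4) genes.

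Some genes that the paper reports in single nuclei were also counted in whole muscle. Myh7 had a log2 fold change of -2.30 (standard error 0.79, adjusted p = 0.0742 from edgeR), Mylk4 one of 2.33 (standard error 0.52, adjusted p = 0.0194), Trim63 one of 1.05 (standard error 0.29, adjusted p = 0.0399) and Fbxo32 one of 0.49 (standard error 0.16, adjusted p = 0.0645), each as labelled. The call of Mylk4 was lost in 3 of the 6 fits that left out one library and that of Trim63 in 4, with an adjusted p of 0.0753 and 0.119 without the library labelled Ctrl 1. Myh7 passed with DESeq2's Wald test (adjusted p = 0.0196), with total counts (0.0489) and without the library labelled cKO 2 (0.037) or cKO 3 (0.0486). Over the alternatives set beforehand, Fbxo32 ranged from 0.24 to 0.62, with an adjusted p from 0.0138 to 0.317. It passed in none of the fits that left out one library (lowest adjusted p 0.0633). Among the Mef2 paralogs, Mef2a had 0.44 (standard error 0.14, adjusted p = 0.0659). Its adjusted p was 0.0229 with DESeq2's Wald test and 0.00529 without the library labelled Ctrl 3. Over the alternatives set beforehand, Mef2a ranged from 0.19 to 0.63, with an adjusted p up to 0.334. Mef2d had 0.02 (standard error 0.08), which turned to -0.23 with total counts. Mef2b was not tested, since its counts did not pass the filter.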
